# Functional Division of Insect Blood Cells by Single-Cell RNA-Sequencing and Cell-Type-Specific FISH Markers

**DOI:** 10.3390/cells14231842

**Published:** 2025-11-22

**Authors:** Falguni Khan, Gahyeon Jin, Mojtaba Esmaeily, Shiva Haraji, Niayesh Shahmohammadi, Yonggyun Kim

**Keywords:** immunity, hemocyte, insect, eicosanoid, scRNA-Seq

## Abstract

Hemocytes (insect blood cells) consist of several morphological types and perform a variety of physiological processes, including immune responses. However, we do not know how many cell types are functionally differentiated in hemocytes or how they perform independent physiological processes. To address this fundamental question, we analyzed hemocyte transcripts with a single-cell RNA-sequencing (scRNA-Seq) technique. The hemocytes were collected from larvae of a lepidopteran insect, *Spodoptera exigua*, in which four different hemocyte types were morphologically recognized. scRNA-Seq discriminated 24 hemocyte clusters based on the transcripts of each cell. The clusters were separated into seven functional groups predicted from the top three highly expressed and annotated genes in each cluster: active protein synthesis (12 clusters), apoptosis (5 clusters), melanization (2 clusters), modulating cell shape (6 clusters), antimicrobial peptide production (9 clusters), calcium homeostasis (8 clusters), and cell repairing (1 cluster). Signal components of Toll/IMD immune pathways were variably expressed among the clusters. Biosynthetic genes associated with oxylipin immune mediators were specifically expressed among the clusters. Immune effectors such as melanization and apoptosis were expressed in specific hemocyte clusters. Specifically expressed genes that discriminate hemocyte types were used to develop fluorescence in situ hybridization (FISH) markers. In addition, five new hemocyte groups, which were not among the four known hemocyte types in the transcript profile, were identified and discriminated with their specific FISH markers. The hemocyte clusters underwent dynamic changes upon immune challenge. A trajectory analysis using the transcriptome suggests at least three different hemocyte differentiation pathways. These results indicate that the hemocytes of *S. exigua* are functionally highly differentiated and exhibit a dynamic transition in response to environmental changes.

## 1. Introduction

Insects possess a potent innate immune system that orchestrates both humoral and cellular defense mechanisms against pathogens [1]. Hemocytes, the insect equivalent of the vertebrate blood cells, play a pivotal role in this defense by engaging in pathogen recognition, phagocytosis, encapsulation, and melanization [2]. In addition, hemocytes can carry out multiple and diverse functions [3]. For example, similarly to macrophages in vertebrates, differentiated hemocytes play an important role in body homeostasis through tissue repair (e.g., production of extracellular matrix around differentiating tissues) and disposal of cellular waste (e.g., phagocytosis of debris from apoptotic cells) [4]. Hemocytes are also involved in the uptake and storage of lipids and nutrients [5,6].

To understand their diverse functions, hemocytes are broadly classified into five morphotypes in Lepidoptera: prohemocyte, plasmatocyte, granulocyte, oenocytoid, and spherulocyte [7,8]. Prohemocytes act as progenitor-like cells while granulocytes and plasmatocytes play crucial roles in cellular immune responses. Oenocytoids, in contrast, contribute to humoral immunity by producing prophenoloxidase (PPO), the key enzyme in the melanization cascade, which encapsulates and neutralizes pathogens upon activation [9]. Spherulocytes, although less well understood, are hypothesized to play roles in cuticle formation and macromolecule transport, potentially contributing to developmental or structural processes [10]. In *Drosophila*, only three major hemocyte types are distinguished, plasmatocyte, crystal cells, and lamellocyte, which correspond to granulocyte, oenocytoid, and plasmatocyte of Lepidoptera based on their morphology [11].

While morphology-based classification provides a useful framework, it fails to resolve the true molecular and functional diversity of hemocytes. Morphologically similar cells can vary significantly in their gene expression, developmental stage, or immune competence [12,13]. Later, hemocyte-specific antibodies provide both pan-hemocyte antibodies and specific antibodies for the different hemocyte classes [14,15]. In lepidopteran insects, lectins and monoclonal antibodies have been used to classify the hemocyte types, but the physiological functions of the marker molecules largely remain unknown [16]. Furthermore, lineage relationships among these types remain largely speculative outside model organisms like *Drosophila melanogaster*.

Single-cell RNA-sequencing (scRNA-Seq) has revolutionized our ability to deconstruct immune systems at the cellular level by capturing the transcriptome of individual cells [17]. Differentiated hemocytes exhibited cell type-specific transcriptional changes. These findings illustrate how scRNA-Seq captures immune diversification and cell lineage dynamics with high resolution. This allows for unbiased clustering of cells based on gene expression profiles, enabling the identification of distinct cell types, functional states, and differentiation trajectories [18,19,20]. Unlike bulk RNA-sequencing, which masks heterogeneity by averaging signals, scRNA-Seq reveals rare populations and dynamic immune states that may be transient or stimulus-dependent [21,22]. In *Drosophila*, scRNA-Seq has been instrumental in redefining hemocyte classification and has identified more than nine transcriptionally distinct hemocyte clusters [13,23,24], far beyond the three traditional categories. These clusters displayed unique expression signatures indicative of distinct immune functions, maturation states, or lineage commitments. Infection models further validated scRNA-Seq’s utility. Upon parasitoid wasp infection, *Drosophila* larvae rapidly produced lamellocytes, a rare cell type not found under basal conditions. Pseudo-time analysis revealed differentiation pathways from prohemocytes to lamellocytes, suggesting stimulus-dependent hematopoiesis [24]. Similar trajectory inferences have elucidated the emergence of crystal cells and terminally differentiated immune effectors [13].

Beyond *Drosophila*, scRNA-Seq has been applied to other insect species. For example, scRNA-Seq revealed discrete hemocyte clusters corresponding to granulocytes, oenocytoids, and prohemocytes, as well as novel subsets with specific transcription factor profiles in a mosquito *Anopheles gambiae* [25]. This study identified Lozenge, a transcription factor essential for crystal cell fate in *Drosophila*, as a key regulator of oenocytoid differentiation in mosquitoes, highlighting a conserved genetic program in insect hematopoiesis. The scRNA-Seq has also provided new insights into hemocyte diversity in Lepidoptera. In *Bombyx mori*, scRNA-Seq revealed 13 distinct hemocyte clusters under basal conditions, which correspond to traditional cell types like plasmatocytes, granulocytes, and oenocytoids, while also uncovering substantial molecular heterogeneity within these categories [26]. Upon baculovirus infection, the hemocyte repertoire expanded to 20 clusters, including infection-specific populations enriched in proliferative, progenitor-like cells, suggesting hematopoietic activation in response to immune challenge [8]. Pseudo-time analyses have enabled reconstruction of developmental trajectories from prohemocytes to mature immune cells, while newly identified marker genes support precise classification and future functional studies [12,17]. Importantly, scRNA-Seq advances hemocyte research in non-model insects by providing molecular tools for identifying and characterizing immune subsets, even in species with limited genetic resources. Despite these insights, comprehensive scRNA-Seq studies in other agriculturally important moths are lacking.

The beet armyworm, *Spodoptera exigua*, is a major lepidopteran pest species with growing significance in both applied entomology and immune ecology [27]. Despite the ecological and economic importance, prior works in *S. exigua* have been based on hemocyte morphology and immune function using bulk transcriptomic or histological approaches, but no single-cell atlas of hemocytes has yet been published [28,29]. This study aimed to re-classify the hemocytes of *S. exigua* using scRNA-Seq. To predict the physiological functions of different hemocyte types, their transcripts were comparatively analyzed using differentially expressed genes (DEGs). By analyzing DEGs uniquely expressed in each cell type, molecular markers specific to different cell types were developed using a fluorescence in situ hybridization (FISH) technique. In addition, this study proposes five novel hemocyte types, which are not included among the traditional four hemocyte types detected by FISH probes. Our findings shed light on conserved and species-specific features of insect immunity and offer a valuable framework for future functional studies in lepidopteran host–pathogen interactions.

## 2. Materials and Methods

### 2.1. Insect Rearing and Immune Challenge

Larvae of *S. exigua* were reared on an artificial diet [30] under controlled conditions (25 ± 2 °C, 60 ± 5% RH, 16:8 h light:dark), progressing through five larval instars (L1–L5). Adults were supplied with a 10% sucrose solution. Newly molted L5 larvae were immune-challenged by injecting heat-killed *Escherichia coli* TOP10 (1.4 × 10^5^ cells per larva) into a proleg while naive larvae received phosphate-buffered saline (PBS, pH 7.4). The treated larvae were maintained at room temperature for 8 h prior to sampling.

### 2.2. Chemicals

Diethyl pyrocarbonate (DEPC)-treated water was prepared by adding DEPC to deionized distilled water to a concentration of 0.1% and then autoclaving it. Phosphate-buffered saline (PBS) was prepared with 100 mM Na_2_HPO_4_·12H_2_O, 18 mM KH_2_PO_4_, 28 mM KCl, and 138 mM NaCl at pH 7.4. A 20× saline-sodium citrate (SSC) buffer was prepared with 3.0 M NaCl and 0.3 M sodium citrate at pH 7.0. Yeast tRNA was purchased from Thermo Fisher Scientific (Waltham, MA, USA). Lauryl sulfate sodium salt for SDS preparation, as well as dextran sulfate and deionized formamide, were purchased from Sigma-Aldrich Korea (Seoul, Republic of Korea). Anticoagulant buffer (ACB) was prepared with 186 mM NaCl, 17 mM Na_2_EDTA, and 41 mM citric acid.

### 2.3. Hemocyte Collection for scRNA-Seq

Preparation of single hemocytes in suspension was followed by the protocol of Feng et al. [8]. Briefly, three mL of hemolymph was collected from challenged and control larvae on ice and centrifuged at 500 rpm for 2 min at 4 °C. The hemocyte pellet was washed twice using one mL of cold TC-100 medium (Welgene, Gyeongsan, Republic of Korea) supplemented with 10% heat-inactivated (55 °C for 30 min) fetal bovine serum (Welgene), which was followed by filtering through a 40 μm cell strainer (Biosharp, Hefei, China) and centrifuged at 500 rpm for 2 min at 4 °C. The hemocyte pellet was resuspended using 1× filtered PBS supplemented with 0.04% bovine serum albumin (BSA) (Sigma Aldrich Korea). The number of hemocytes was counted using a hemocytometer. Cell viabilities were assessed by the intensity of the blue signal stained by 0.4% trypan blue. Cell suspension samples with viability (>70%) and quantity (>5 × 10^5^) were subjected to single-cell encapsulation. Hemocyte classification based on the morphological criteria followed the method of Strand [2].

### 2.4. scRNA-Seq

Single-cell encapsulation, cDNA synthesis, RNA-Seq library construction, and primary data processing were performed by Macrogen Inc. (Seoul, Republic of Korea). Cells were partitioned into gel bead-in-emulsions (GEMs) on the 10× Genomics Chromium Controller using Single Cell 3′ Chemistry v2 kit (10× Genomics, Pleasanton, CA, USA) following the manufacturer’s protocol. Within each GEM, a barcoded gel bead bearing a poly(dT) primer captured poly-adenylated mRNA, yielding cell-indexed, unique molecular identifier (UMI)-tagged cDNA anchored at the 3′ end. Libraries were prepared according to the Chromium Single Cell 3′ workflow and sequenced on an Illumina NovaSeq 6000 with the paired end reads. The scRNA-Seq data were deposited to GenBank with accession numbers of GSE308201 for functional division of *S. exigua* hemocytes in immunity, GSM9240195 for scRNA-Seq of *S. exigua* hemocytes from naïve larvae, and GSM9240196 for scRNA-Seq of *S. exigua* hemocytes from immune-challenged larvae.

### 2.5. Bioinformatics

Raw FASTQ files were first evaluated with FastQC to assess read quality, adapter content, and base-level Phred scores. Reads with low base quality (Phred < 20), particularly in the cell barcode or UMI regions, were discarded. Library demultiplexing, alignment, UMI counting, and initial filtering were performed using Cell Ranger (10× Genomics, v3.1.0). UMIs differing by one base were collapsed using Cell Ranger’s built-in error-correction algorithm, and barcodes not matching or correctable to the 10× whitelist were excluded. The cleaned reads were then aligned to the *S. exigua* transcriptome using either the de novo assembly (generated with Trinity and TransDecoder v3.0.1 (https://github.com/TransDecoder/TransDecoder/wiki, accessed on 30 July 2025)) or, when applicable, the reference genome using (https://github.com/alexdobin/STAR, accessed on 30 July 2025) or Bowtie2 version 2.4.5 (http://bowtie-bio.sourceforge.net/bowtie2, accessed on 30 July 2025). Following alignment, cell-level quality control was performed, and cells were retained only if they expressed at least 200 genes and contained less than 10% mitochondrial transcripts. Cells with UMI counts below the empty-droplet threshold or with abnormally high gene numbers (>5000–6000), which typically indicate doublets, were also excluded. Genes detected in fewer than three cells were removed to eliminate technical noise. After filtering, the high-quality gene-barcode matrices were imported into Seurat v4.0 in R (https://satijalab.org/seurat/articles/get_started.html, accessed on 30 July 2025) for downstream analysis. Data were log-normalized, and the top 5000 highly variable genes were identified using the variance-stabilizing transformation (VST) method. Dimensionality reduction was performed with principal component analysis (PCA), followed by clustering using the Louvain algorithm. Cluster visualization was conducted using uniform manifold approximation and projection (UMAP) embedding.

### 2.6. DEG Analysis

To identify DEGs in hemocytes between the two treatments, naive and immune challenge, the abundances of unique genes across samples were estimated into read counts as an expression measure using the RSEM algorithm (RSEM version v1.2.29, bowtie 1.1.2, http://deweylab.github.io/RSEM/, accessed on 30 July 2025). Genes were considered differentially expressed if they had a log2 fold change > 0.25, a percentage of cells in a specific cluster where the gene is detected >25%, and an adjusted *p*-value < 0.05. For functional annotation, DEGs were annotated against multiple reference databases, including NCBI Nucleotide (GenBank/NT, Release 268.0, https://www.ncbi.nlm.nih.gov/nucleotide/, accessed on 30 July 2025), Pfam v37.1 (https://pfam.xfam.org/, accessed on 30 July 2025), Gene Ontology (GO, http://www.geneontology.org/, accessed on 30 July 2025), NCBI non-redundant Protein (ClusteredNR, https://www.ncbi.nlm.nih.gov/protein/, accessed on 30 July 2025), UniProtKB Release 2025-03 (http://www.uniprot.org/, accessed on 30 July 2025), and EggNOG v6.0.5 (http://eggnogdb.embl.de/, accessed on 30 July 2025). Searches were performed using NCBI BLASTN and DIAMOND v2.1.12 (https://github.com/bbuchfink/diamond, accessed on 30 July 2025) with a default E-value cutoff of 1 × 10^5^. GO enrichment analysis was carried out with Blast2GO v6.0. For each cluster, the three most highly expressed DEGs were selected as candidate marker genes. Their expression patterns across clusters were visualized using dot plots, where dot color indicated average expression (FPKM: Fragments Per Kilobase of exon per Million mapped reads) and dot size reflected the proportion of cells expressing the gene. All analyses were conducted with default parameters unless otherwise specified.

### 2.7. Trajectory Analysis

Trajectory inference and pseudo-time analysis were performed using Monocle 3, enabling the reconstruction of differentiation lineages among hemocyte subpopulations. For trajectory inference and lineage staging, we constructed a Monocle 3 Cell Data Set (CDS) from normalized counts and metadata, reduced dimensionality (preprocess CDS, num. dim = 50), learned a principal graph on the UMAP manifold, and ordered cells in pseudo-time. Progenitor cells, identified by canonical markers and central UMAP position, were set as the root state; the graph was minimally pruned to remove short, low-support branches. Terminal tips of the graph were clustered using k-means clustering (k = 3) to define three macro-lineages. Cells were mapped to the nearest lineage backbone by geodesic distance, and clusters were assigned to the lineage containing the majority of their cells (a majority vote). Within each lineage, cluster median pseudo-time was partitioned into tertiles to designate early (root-proximal, progenitor-enriched), mid (transitional along branches), and late (terminal, branch-end) stages.

### 2.8. Florescence In Situ Hybridization (FISH)

FISH was performed on hemocytes collected from L5 larvae of *S. exigua*. Approximately 150 μL of total hemolymph was extracted from five larvae through the prolegs and mixed with 350 μL of ACB. The mixture was placed on ice for 20 min to stabilize hemocytes and minimize spontaneous spreading. After centrifugation at 1000 rpm for 2 min at 4 °C, 250 μL of the supernatant was removed, and the remaining hemocyte suspension was gently mixed with 250 μL of TC100 insect tissue culture medium (Welgene). A 20 μL aliquot of the hemocyte suspension was placed onto a slide glass in a wet chamber under dark conditions. The cells were fixed with 4% paraformaldehyde for 10 min at room temperature (RT) and washed three times with PBS. Permeabilization was carried out with 0.2% Triton X-100 in PBS for 10 min, followed by washing with PBS. The hemocytes were then rinsed in 2× SSC and incubated at 42 °C with 25 μL of pre-hybridization buffer (2 μL of yeast tRNA, 2 μL of 20× SSC, 4 μL of dextran sulfate, 2.5 μL of 10% SDS, and 14.5 μL of deionized H_2_O) in a dark, humid chamber for 1 h. After pre-hybridization, the buffer was replaced with hybridization buffer (5 μL of deionized formamide and 1 μL of oligonucleotide probe in 19 μL of pre-hybridization buffer). DNA oligonucleotide probes were labeled at the 5′ end and purified by high-performance liquid chromatography (Bioneer, Daejeon, Republic of Korea). To identify hemocyte types, antisense probes complementary to the target mRNAs were used, with corresponding sense probes serving as negative controls (Table S1). Slides were covered with RNase-free coverslips and incubated overnight (16 h) in a humid chamber at 42 °C. After hybridization, hemocytes were washed twice with 4× SSC for 10 min each and incubated in 4× SSC containing 1% Triton X-100 at RT for 5 min. This was followed by two washes with 4× SSC for 10 min each and one wash with 2× SSC. The samples were air-dried, and a drop of PBS/glycerol (1:1, *v*/*v*) was added before incubation at RT for 15 min. Finally, samples were mounted with a coverslip and observed under a fluorescence microscope (DM2500; Leica, Wetzlar, Germany) at ×200 magnification.

### 2.9. Immune Pathway Detection with Associated Genes

Six different immune-associated pathways (Toll/IMD immune signal, antimicrobial peptide (AMP), oxylipin biosynthetic pathway, PGE_2_ signal pathway, PPO activation, and apoptosis) were analyzed. Associated GenBank IDs were assigned for each gene from *S. exigua*, and their expressions were compared among the 24 hemocyte clusters using a heatmap with statistical support. Pathway diagrams were created using the short form of each gene name in Microsoft Office 365 (Power Point), and the heatmaps were drawn using GraphPad Prism 10.0.1 (GraphPad Software, Boston, MA, USA).

### 2.10. Statistical Analysis

Statistical analyses, including the chi-square test, ANOVA and LSD mean comparison test, were performed using the SAS 9.4 statistical analysis program. The representation of statistical figures such as DEGs and GO pathways, was created by inputting values into SigmaPlot 10.0. The heatmap categorization of immune pathway, stage-specific immune gene division, and GO analysis data were represented using GraphPad Prism 10.0.1.

## 3. Results

### 3.1. scRNA-Seq Reveals 24 Different Hemocyte Types of S. exigua

Hemocytes were collected separately from naïve or immune-challenged (‘Challenge’) larvae and subjected to scRNA-Seq (Figure 1). 

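The data consist of 2 single-cell RNA libraries, 1 from hemocytes of naïve larvae that received PBS and 1 from hemocytes of larvae that each received 140000 heat-killed E. coli cells, both collected 8 h after injection. Each captured mRNA molecule carries a unique molecular identifier (UMI), so that UMIs count molecules rather than reads. The authors assigned the reads to genes with Cell Ranger and deposited raw UMI counts per gene in each barcode called as a cell, without normalization. The naïve library held 81253288 UMIs in 14866 cells and the challenged library 94500088 UMIs in 12530 cells. With 1 library per condition, the conditions could not be compared by a test, and no value has a replicate error. The 95% intervals given with the values are exact Poisson intervals for sums of UMIs and exact Clopper-Pearson intervals for shares of cells, and they cover counting error only. Cells with under 200 genes were left out, as in the paper's methods, which removed 26 naïve and 6 challenged cells, and no cell exceeded the upper limit of 6000 genes. The paper's filter on mitochondrial counts was not applied here. Scrublet called 406 naïve cells (2.74%) and 169 challenged cells (1.35%) as doublets, against 11.9% and 10.0% expected from the cell numbers, and they were kept except in an alternative without them. Gene levels were computed as UMIs summed over cells and scaled to the sum over all genes (CPM). The cells of both libraries were pooled and clustered in Seurat with 5000 variable genes, 30 principal components, 20 neighbours and a resolution of 0.8. For cluster sizes and levels per cluster, the clustering was repeated without response genes, taken as genes whose level differed between the libraries across clusters, to limit their effect on the clustering. The 34 clusters of this step are called re-derived clusters, and their numbers are not those of the paper. The cluster with the highest level of a gene was taken among those with at least 50 cells of the library concerned.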

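The naïve library had a median of 3339 UMIs per cell (quartiles 1273 and 7237) and the challenged library a median of 5278 (quartiles 1978 and 9772), a ratio of 1.58. The means were 5466 and 7542 UMIs per cell, and the shallowest cell of either library held 500 UMIs. After the filter on genes per cell the medians were 3347 and 5282, and without the called doublets 3263 and 5229.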

More than 12,500 hemocytes were assessed in each treatment, in which hemocytes derived from naïve and immune-challenged larvae were read over 36 Gb and contained 3339 and 5278 transcripts per cell on average, respectively. 

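Naïve cells had a median of 930 genes with at least 1 UMI (quartiles 554 and 1642) and challenged cells a median of 1378 (quartiles 645 and 2022), a ratio of 1.48. Because the challenged cells also held more UMIs, every cell was thinned at random to 1000 UMIs. At this equal depth the medians were 454 genes in 12158 naïve cells and 468 genes in 11458 challenged cells, a ratio of 1.03. The thinning left out 2708 naïve cells (18.2%) and 1072 challenged cells (8.56%) with fewer UMIs.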

The resulting amplified transcripts were annotated to similar numbers of the total annotated genes in both treatments though a greater number of genes was counted per hemocyte in challenges larvae than that of naïve larvae (Figure 1a). Based on these annotated transcripts, the hemocytes were separated by principal component analysis, and the resulting separate groups were depicted by UMAP (Figure 1b). 

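With all variable genes, the pooled cells of both libraries formed 33 clusters. The number depended most on the resolution, for which the software's default was used, with 24 clusters at 0.4 and 40 at 1.2. It was 28 with 15 principal components, 34 with 50, 31 with 2000 variable genes, 34 without the called doublets and 35 after integration of the libraries by reciprocal principal component analysis (RPCA).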

A total of 24 clusters (cluster 0 to cluster 23) were separated into five large aggregates and two small aggregates (cluster 20 and cluster 21) in *S. exigua*.

### 3.2. Immune Challenge Alters Hemocyte Types Classified by Differentially Expressed Transcripts Derived from scRNA-Seq

Immune challenge altered the hemocyte types revealed by scRNA-Seq in *S. exigua* (Figure 2). Control naïve larvae used PBS-injection instead of the bacterial injection for the treatment. 

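Some re-derived clusters took at least 90% of their cells from 1 library. Cluster 14 held 580 naïve and 14 challenged cells, and these naïve cells were 3.91% (interval 3.60 to 4.23) of their library. Clusters 13, 16, 19 and 28 held 644, 488, 409 and 139 challenged cells against 0, 40, 7 and 13 naïve cells, and together made up 13.4% (interval 12.8 to 14.0) of the challenged library. The absence of naïve cells from cluster 13 allows a share of up to 0.0249%, with the borders of this clustering taken as fixed. Its counterpart held 32 naïve cells (0.216%) after RPCA integration and 3 with 2000 variable genes. At a resolution of 0.4 and with 15 components, the best matches were larger clusters with 162 and 80 naïve cells. The counterpart held 0 at a resolution of 1.2, with 50 components, with all variable genes and without called doublets. Called doublets made up 0.621%, 11.7%, 0.240% and 3.95% of the cells of clusters 13, 16, 19 and 28. The challenged share in such clusters was 23.7% with the response genes left in the clustering and 8.86% after RPCA integration.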

Even though the overall groupings of the hemocytes were similar between the control and the treatment, specific clusters either mostly disappeared (thin arrows) or newly appeared (thick arrows) upon the immune challenge (Figure 2a). In each cluster, the influence of immune challenge was evaluated on the hemocyte cell numbers (Figure 2b). Most cell clusters showed relatively similar numbers between the naïve and immune-challenged treatments. 

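In 14 of the 34 re-derived clusters the shares of the libraries lay within 2-fold of each other, and these clusters held 13378 of the 27364 filtered cells. Cluster 0, the largest, held 1757 naïve cells (11.8%, interval 11.3 to 12.4) and 1446 challenged cells (11.5%, interval 11.0 to 12.1). The interval of its ratio of shares ran from 0.909 to 1.05, but the ratio depended on the setting. Its counterpart with all variable genes had a ratio of 0.862 (interval 0.797 to 0.932), and the log2 ratio was 0.32 at a resolution of 0.4 and 0.35 with only cells of at least 500 genes. For cluster 22 the interval of the ratio was 0.854 to 1.33, and for cluster 23 it was 0.797 to 1.26.

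**Figure D1:**
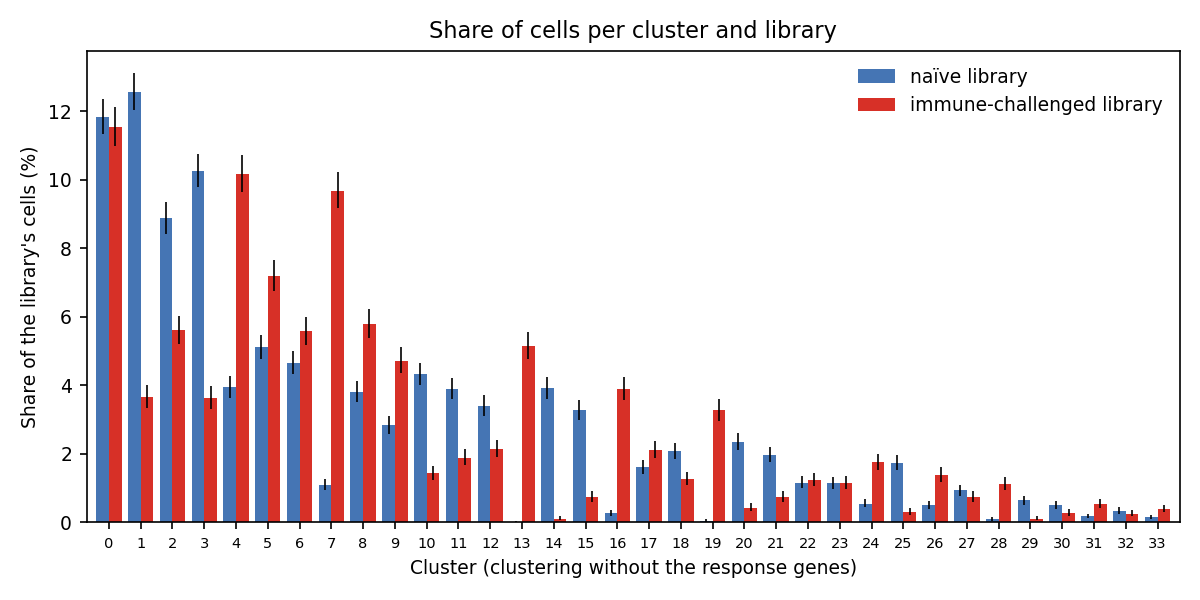
Share of each library's cells (%) in the 34 re-derived clusters, as bars for the naïve and the immune-challenged library with exact 95% intervals for counting error only. Cluster 0 has bars of 11.8% and 11.5%, cluster 13 has challenged cells only, and cluster 14 is nearly all naïve.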

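Among the re-derived clusters with at least 50 cells in each library, cluster 7 had the largest rise, from 162 naïve cells (1.09% of the library) to 1213 challenged cells (9.69%), with an interval of the ratio of shares from 7.52 to 10.5. After RPCA integration, clusters 7 and 3 were both matched to a cluster that went from 8.93% to 11.9%, a log2 ratio of 0.42 against 3.15 for cluster 7 before. Cluster 4 rose from 586 to 1274 cells, or from 3.95% to 10.2%. By ratio of shares, the largest falls among clusters with at least 50 cells in each library were in clusters 20, 15 and 1. Cluster 20 went from 2.35% to 0.423%, cluster 15 from 486 to 92 cells and cluster 1 from 1865 to 459 cells. Cluster 1 had the lowest median depth of all clusters, 831 UMIs per cell. Clusters 10 and 3 fell from 641 to 179 and from 1523 to 455 cells. Cluster 5, which had the highest prophenoloxidase (PPO) levels, held 758 naïve cells (5.11%, interval 4.76 to 5.47) and 900 challenged cells (7.19%, interval 6.74 to 7.65).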

Upon immune challenge, however, hemocyte numbers markedly increased in clusters 12 and 18, while they decreased in clusters 0, 11, 13, 15, 17, and 19.

The change in hemocyte types after the immune challenge was further analyzed by assessing the relative proportions of DEGs and uniquely expressed genes in each cluster (Figure 2c and Figure S1). As expected, clusters 17, 18, and 22, which nearly disappeared or newly appeared upon immune challenge, showed relatively high proportions of uniquely expressed genes compared to other clusters. In contrast, clusters 6 and 7 did not show any change in cell density (Figure 2b) upon immune challenge but had relatively high proportions of unique genes and DEGs (Figure 2c).

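For each re-derived cluster, the share of its detected genes that had a UMI in 1 library only was computed. It was 65.0% in cluster 19 and 64.6% in cluster 29, where the smaller library contributed 7 and 14 cells. Cluster 13, with challenged cells alone, is at 100% by construction, and cluster 14 was at 37.0%. Across clusters this share was lower where a cluster held more UMIs (Spearman's rho of -0.60, clusters not being independent replicates).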

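The lowest share of genes found in 1 library only was 12.7%, in re-derived cluster 6 with 692 naïve and 699 challenged cells, where 573 of 10883 genes were naïve-only and 804 challenged-only. With 50 cells drawn from each library in the 23 clusters that allow it, the share ranged from 15.3% to 37.0%, and its rho with the number of cells across clusters was -0.01. This draw made the cell numbers equal but not the depth. The lowest share was in cluster 6, with a median of 21267 UMIs per cell, and the highest in cluster 27, with 850.5. An effect of depth on the share therefore remains open. Differentially expressed genes were not counted, since such a count made from the cells of 1 library per condition has no replicate error.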

### 3.3. Seven Different Functional Hemocyte Groups Classified by Highly Expressed DEGs

Our scRNA-Seq of *S. exigua* hemocytes predicted 12,578 genes in control and 12,354 genes in immune challenge. However, these predicted gene numbers varied from 3811 (cluster 6) to 12,059 (cluster 0) genes among 24 hemocyte clusters (Table S2). 

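At least 1 UMI was found for 12578 genes in the naïve and 12354 in the challenged library. Both libraries detected 12219 genes, and 289 had no UMI in either. The 359 genes found in the naïve library alone had a median of 2 UMIs and at most 64, and the 135 found in the challenged library alone had a median of 1 UMI and at most 7.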

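With both libraries pooled, the genes with at least 1 UMI ranged from 6029 in re-derived cluster 33, which held 70 cells, to 11847 in cluster 15, which held 578 cells, with a median of 9207. The number of genes followed the number of cells across clusters (Spearman's rho of 0.77). With 50 cells drawn from each library, it ranged from 5697 in cluster 21 to 9370 in cluster 15, and rho was -0.03. With at least 3 UMIs required per gene, it ranged from 3668 to 10378 genes. Cluster 15 had the most genes at a median depth of 924 UMIs per cell.

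**Figure D2:**
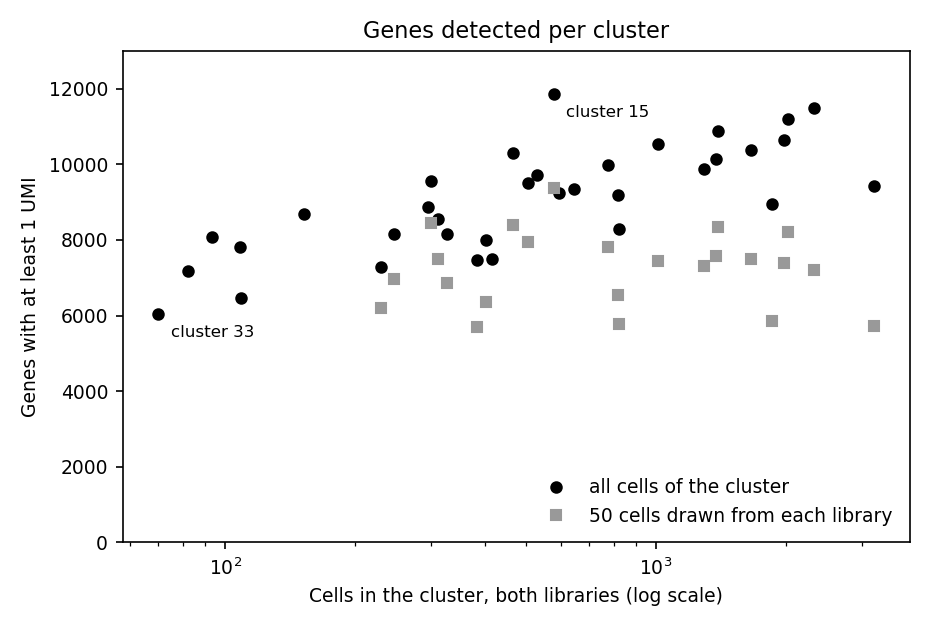
Genes with at least 1 UMI against the number of cells (log scale) for each re-derived cluster, with all cells and with 50 cells drawn from each library (23 clusters). All cells give 6029 to 11847 genes, and 50 cells per library give 5697 to 9370.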

Although a few genes were specific to each hemocyte cluster, 234 genes were uniquely expressed in cluster 19. 

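A total of 256 genes had UMIs in a single re-derived cluster, and 5 of the 34 clusters had no such gene. Cluster 15 had 97 of them, followed by cluster 1 with 37. None of those in cluster 15 had more than 4 UMIs, and requiring at least 3 UMIs left 10 of them and 11 in all clusters together.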

To classify the hemocyte clusters based on the DEGs, the highly expressed genes were selected for each cluster (Figure 3, Tables S3 and S4). Among the 24 clusters, 12 clusters (0, 3, 7, 8, 10, 14, 15, 16, 17, 19, 21, and 22) are likely to be active in protein synthesis in either naive or immune-challenged treatments because they showed high expressions of ribosomal proteins or translation factors. 

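Tables S3 and S4 give locus numbers for ribosomal protein genes and elongation factor 1 alpha-like. Ribosomal protein S23 had 13894 CPM in the naïve and 12713 CPM in the challenged library, P1 had 12678 and 11168, L18 had 9852 and 8318, L23 had 8737 and 7719, and L10 had 7083 and 5868. Elongation factor 1 alpha-like went from 8587 to 7074 CPM, and P0 from 4936 to 5128 CPM. All except P0 were lower in the challenged library under each scaling tried, while P0 was lower only when each cell was given the same weight. Of these scalings, edgeR's TMM factor added 0.10 to the log2 ratios, and giving each cell the same weight moved single genes most. Of the 28 re-derived clusters per library with at least 50 cells, 1 naïve cluster for L10 and 1 challenged cluster each for elongation factor 1 alpha-like and P0 reached 2-fold above the level of the whole library. Cluster 20 had the highest naïve level of all but L10, with 21872 CPM for S23.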

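Of the apoptosis-associated entries of Tables S3 and S4, apoptosis-inducing factor (SPEXI_LOCUS3559) had 113 CPM in the naïve and 115 CPM in the challenged library, with a ratio interval of 0.988 to 1.04. NEDD8 ultimate buster had 11.4 and 13.2 CPM, and UBR1 had 20.0 and 29.4 CPM. The cathepsin genes in the tables were more abundant, with procathepsin H at 10031 and 13028 CPM and cysteine proteinase 1-like at 7794 and 9037 CPM. Procathepsin H reached 156116 CPM in naïve cluster 0 and 180104 CPM in challenged cluster 4, which held 55.7% and 43.8% of its UMIs.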

Five clusters (1, 6, 9, 18, and 23) highly expressed apoptosis-associated genes. Two clusters (4 and 13) are likely associated with melanization because they highly expressed *PPO* or *paired mesoderm homeobox 2A*, which regulates genes involved in catecholamine synthesis, like tyrosine hydroxylase and dopamine β-hydroxylase, likely for melanin formation in the hemocytes [31]. 

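PPO1 (SPEXI_LOCUS6221) had 4269 CPM in the naïve library (interval 4255 to 4284) and 5992 CPM in the challenged library (interval 5977 to 6008), a ratio of 1.40. PPO2 (SPEXI_LOCUS6527) had 4183 CPM (interval 4169 to 4197) and 5117 CPM (interval 5103 to 5132), a ratio of 1.22. Both had their highest level in re-derived cluster 5 in each library. Table S3 gives paired mesoderm homeobox 2A as SPEXI_LOCUS5793, which had 325 and 423 CPM, whereas the number in Table S4 for the same name had 7 and 6 UMIs.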

Six clusters (2, 7, 11, 20, 21, and 23) are likely to be undergoing changes in cell shape upon immune challenge due to the high expression of genes like *secreted protein acidic and cysteine-rich* (*SPARC*), *hemicentin*, or *myosin*. 

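SPARC (SPEXI_LOCUS820) had 7586 CPM in the naïve and 6282 CPM in the challenged library, a ratio of 0.828 (interval 0.825 to 0.831), and 7 naïve and 6 challenged re-derived clusters with at least 50 cells were 2-fold above the level of the library. Hemicentin 1-like had 2021 and 2105 CPM, a rise that became a fall when each cell was given the same weight, and was highest in naïve cluster 30 (33466 CPM) and challenged cluster 12 (23915 CPM) among the clusters with at least 50 cells of the library, which leaves out cluster 30 with its 34 challenged cells in the latter. Hemicentin 2-like went from 333 to 140.0 CPM, and cluster 22 held 92.0% of its naïve and 87.7% of its challenged UMIs. Myosin regulatory light chain 2 went from 28.0 to 15.1 CPM, with 81.5% of its naïve UMIs in the 50 naïve cells of cluster 32.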

SPARC is a cysteine-rich, acidic, matrix-associated protein involved in collagen calcification in bone for vertebrates and also in extracellular matrix synthesis to promote changes in cell shape [32]. Hemicentin is a very large, ancient protein that belongs to the fibulin family of extracellular matrix components and is essential for guiding cell migration [33]. Nine clusters (3, 8, 12, 14, 15, 16, 17, 20, and 21) may be responsible for AMP production, such as cecropins and spodoptericin. 

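Cecropin B (SPEXI_LOCUS6878) rose from 2745 CPM (interval 2733 to 2756) in the naïve to 19530.2 CPM (interval 19502 to 19558) in the challenged library, a ratio of 7.12 (interval 7.08 to 7.15). Cecropin A1 (SPEXI_LOCUS6881) rose from 1203 to 5601 CPM, a ratio of 4.66 (interval 4.62 to 4.69). Spodoptericin (SPEXI_LOCUS9978) went from 1421 to 1119 CPM, a ratio of 0.787 (interval 0.781 to 0.794), but its log2 ratio was 0.12 when each cell was given the same weight. Levels 2-fold above the library's level were reached by 3 naïve and 3 challenged re-derived clusters for cecropin B, by 2 and 2 for cecropin A1 and by 7 and 10 for spodoptericin.

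**Figure D3:**
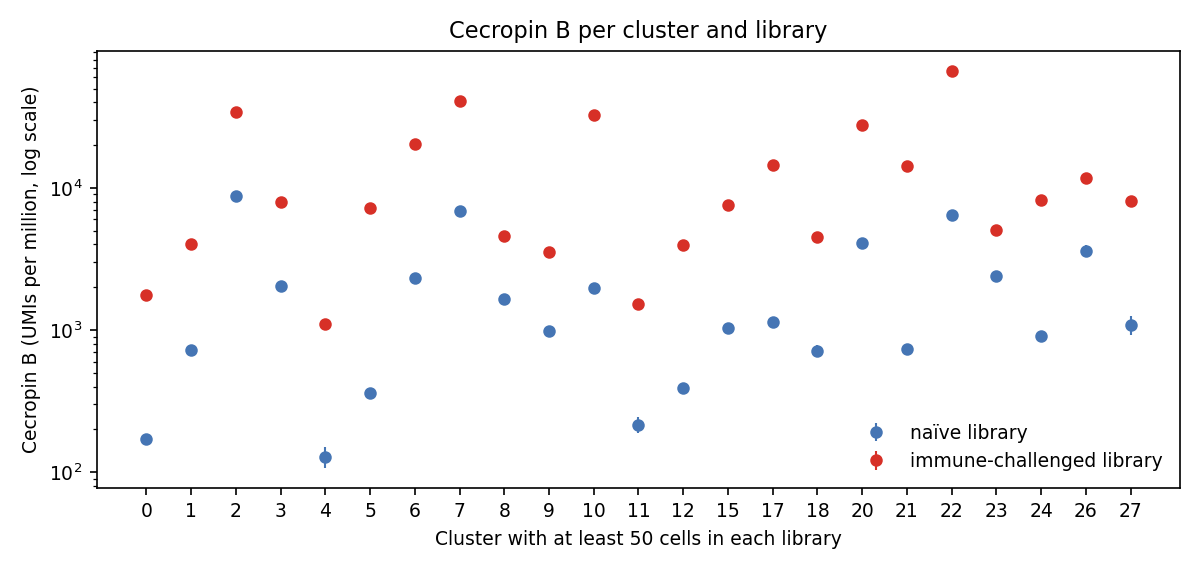
Cecropin B in CPM (log scale) in the 23 re-derived clusters with at least 50 cells in each library, with exact 95% Poisson intervals for counting error only. The challenged point lies above the naïve point in 23 of the 23 clusters.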

Eight clusters (2, 7, 8, 9, 15, 18, 19, and 22) are likely to be associated with calcium homeostasis because they highly expressed a sodium/calcium exchanger regulatory protein in naïve or immune-challenged treatments. 

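The sodium/calcium exchanger regulatory protein gene (SPEXI_LOCUS6327) had 10309 CPM in the naïve and 12064 CPM in the challenged library, a ratio of 1.17 (interval 1.17 to 1.17). It was highest in naïve cluster 4 (79384 CPM) and challenged cluster 0 (69929.5 CPM), both rich in cathepsin transcripts. The median cluster had 3602 and 5226 CPM, and 3 naïve and 4 challenged clusters were 2-fold above the level of the library.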

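The slowmo gene had 119.6 CPM in the naïve and 149 CPM in the challenged library and was highest in cluster 17 in both libraries, with 393 CPM in the challenged one, while the median clusters had 112 and 134 CPM. The mesencephalic astrocyte-derived neurotrophic factor homolog had 225 and 305 CPM and was highest in naïve cluster 12 (520.0 CPM) and challenged cluster 21 (619 CPM), against 214 and 285 CPM in the median clusters.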

Hemocytes in Cluster 5 are likely associated with cell-repairing because they highly expressed *slowmo* (a gene whose protein is localized in mitochondria) and mesencephalic astrocyte-derived neurotrophic factor homolog (a gene whose protein plays a role in protection and repair in response to the unfolded protein response or endoplasmic reticulum stress) [34] in both naïve and immune-challenged conditions. This analysis suggests that the hemocytes are classified into seven functional groups with their characteristic gene expressions: active protein synthesis, apoptosis, melanization, modulating cell shape, AMP production, calcium homeostasis, and cell-repairing.

### 3.4. Hemocyte Types Associated with Immunity of S. exigua

Toll/IMD immune signaling pathways were analyzed using scRNA-Seq (Figure 4a). In the Toll pathway, small peptidoglycan recognition proteins (PGRPs) and β-1,3-glycan receptor were expressed in most hemocyte clusters. 

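Figure 4a gives 4 loci for the small PGRPs without pairing them with individual names. A gene was taken as detected in a re-derived cluster of a library at 3 or more UMIs there, and counts near this limit can also come from free RNA in the droplets. SPEXI_LOCUS6460 rose from 6.55 to 65.7 CPM, a ratio of 10.0 (interval 9.18 to 11.0), and was detected in 16 naïve and 30 challenged clusters. SPEXI_LOCUS12275 had a ratio of 4.53 and was detected in 6 and 18 clusters, and SPEXI_LOCUS12278 a ratio of 3.55 with 6 and 14 clusters. SPEXI_LOCUS3847 had 1.03 and 1.30 CPM, with a ratio interval of 0.946 to 1.68, and 7 and 9 clusters. The β-1,3-glucan receptor (SPEXI_LOCUS8090) had 6 naïve and 11 challenged UMIs in all cells and was detected in 0 naïve clusters and 1 challenged cluster. With a limit of 1 UMI, chosen after the data had been seen, it was detected in 4 and 7 clusters.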

Among the four spätzle genes, *spätzle 1* was expressed in most hemocyte clusters compared to other three spätzle genes. 

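Of the 4 spätzle loci in Figure 4a, SPEXI_LOCUS12010 had 355 CPM in the naïve and 434 CPM in the challenged library, a ratio of 1.22, and was detected in 32 and 33 re-derived clusters. The others had at most 1.46 CPM in the naïve and 1.02 CPM in the challenged library and were each detected in at most 12 clusters of a library. SPEXI_LOCUS12010 was highest in naïve cluster 4 (3810.3 CPM) and challenged cluster 4 (3572 CPM).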

Among the four Toll receptors, *Toll-4B* was dominantly expressed in most hemocyte clusters while *Toll-10* was expressed only in cluster 10. 

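Of the 4 Toll receptor loci, which Figure 4a does not pair with individual names, SPEXI_LOCUS78 was the most abundant, with 18.8 CPM in the naïve and 23.6 CPM in the challenged library and detection in 31 and 28 re-derived clusters. SPEXI_LOCUS4684 had 5.59 and 5.74 CPM in 22 and 20 clusters, and cluster 0 held 40.7% of its naïve and 30.4% of its challenged UMIs. SPEXI_LOCUS4652 had 50 and 64 UMIs and was detected in 7 and 6 clusters. SPEXI_LOCUS1095 had 4 naïve UMIs and 1 challenged UMI in all and reached the detection limit in no cluster.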

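MyD88 (SPEXI_LOCUS11397) had 28.0 CPM in the naïve and 27.4 CPM in the challenged library, with a ratio interval of 0.927 to 1.04, and was detected in 29 and 28 re-derived clusters. Pelle (SPEXI_LOCUS6804) had 22.0 and 26.3 CPM, a ratio of 1.19 (interval 1.12 to 1.27), and was detected in 30 and 28 clusters.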

Subsequent Toll adaptors (*MyD88* and *Pelle*) were expressed in most hemocyte clusters. Finally, nuclear receptors (two *Dorsal* genes) and their inhibitory regulators (IκBs) were also expressed in most hemocyte clusters. 

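Figure 4a lists SPEXI_LOCUS11477 and SPEXI_LOCUS11478 for Dorsal and IκB. The first had 28.4 CPM in the naïve and 18.5 CPM in the challenged library, a ratio of 0.653 (interval 0.613 to 0.695), and was detected in 27 and 26 re-derived clusters. The second had 2.84 and 1.94 CPM, a ratio of 0.681 (interval 0.558 to 0.830), and was detected in 13 and 11 clusters.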

In IMD pathway, large PGRPs were expressed in most hemocyte clusters except clusters 5, 6, and 23. 

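PGRP-LB (SPEXI_LOCUS6461) rose from 98.0 CPM (interval 95.8 to 100.1) in the naïve to 1902 CPM (interval 1893 to 1910.4) in the challenged library, a ratio of 19.4, and was detected in 31 and 33 re-derived clusters. It was higher in the challenged library in 22 of the 23 clusters with at least 50 cells in each, with a median ratio of 12.5, the lowest being 0.969 in cluster 4 and the highest 84.6 in cluster 5. Of the other loci of Figure 4a for large PGRPs, SPEXI_LOCUS12582 had 49.5 and 64.9 CPM in 29 and 32 clusters, and SPEXI_LOCUS6462 had 19 and 122 UMIs in 2 and 6 clusters.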

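IMD rose from 140.3 CPM in the naïve to 230.5 CPM in the challenged library, FADD from 71.5 to 116 CPM and DREDD from 32.0 to 46.2 CPM, and each was detected in at least 31 re-derived clusters of both libraries. TAK1 had 3.35 and 3.49 CPM, with a ratio interval of 0.886 to 1.23, and was detected in 19 clusters of each library. The IKK loci SPEXI_LOCUS5845 and SPEXI_LOCUS2371 had ratios of 0.973 and 1.70 and were detected in 26 and 24 naïve and 27 and 25 challenged clusters. Relish rose from 167 CPM (interval 164 to 169.6) to 341 CPM (interval 337 to 344), a ratio of 2.04, in 32 and 33 clusters.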

Subsequent signal components from IMD to Relish were also expressed in most hemocyte clusters. These Toll/IMD immune signal pathways led to expressions of various AMP genes like *lysozymes*, *cecropins*, *attacin*, *moricin*, and *spodoptericin* from the hemocytes.

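Of the AMP genes, cecropin B, cecropin A1 and spodoptericin have locus numbers in Tables S3 and S4, and the others were not analysed here. Cecropin B was higher in the challenged library in 23 of the 23 re-derived clusters with at least 50 cells in each library, with ratios from 2.12 in cluster 23 to 19.9 in cluster 5 and a median of 7.29. Cecropin A1 was higher in 22 of these clusters and spodoptericin in 12. Free RNA from strongly expressing cells can also raise the level in other clusters, and its amount was not measured here.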

Genes associated with oxylipin biosynthesis were analyzed in different hemocyte clusters (Figure 4b). Three phospholipase A_2_ (PLA_2_) genes along with fatty acid elongase/desaturase were expressed in specific cell clusters. 

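Of the 3 PLA2 loci of Figure 4b, which are not paired with individual names, SPEXI_LOCUS11973 had 319 CPM in the naïve and 268 CPM in the challenged library, a ratio of 0.840 (interval 0.826 to 0.855). SPEXI_LOCUS4433 had 28.4 and 26.9 CPM, with a ratio interval of 0.896 to 1.00, and SPEXI_LOCUS6317 had 28 and 21 UMIs in all. Of the elongase and desaturase loci, SPEXI_LOCUS9159 had 121 and 153 UMIs and was detected in 11 naïve and 16 challenged re-derived clusters, and SPEXI_LOCUS11779 had 14 and 7 UMIs.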

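The PLA2 locus SPEXI_LOCUS11973 was detected in 32 naïve and 33 challenged re-derived clusters, SPEXI_LOCUS4433 in 29 and 30, and SPEXI_LOCUS6317 in 5 and 1.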

Compared to the two *iPLA_2_* genes, *sPLA_2_* was expressed in a greater number of hemocyte clusters. In two *iPLA_2_* genes, *iPLA_2_-B* was more frequently expressed in the hemocyte clusters than *iPLA_2_-A*. Two prostaglandin (PG) synthetic genes (*PGES* and *PGIS*) for PGE_2_ and PGI_2_ production were expressed in most hemocyte clusters except clusters, 4 and 23. 

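PGES (SPEXI_LOCUS12645) had 10.6 CPM in the naïve and 8.76 CPM in the challenged library, a ratio of 0.827 (interval 0.751 to 0.911), and was detected in 27 and 24 re-derived clusters, with the highest levels in naïve cluster 1 (82.5 CPM) and challenged cluster 18 (89.5 CPM). PGIS (SPEXI_LOCUS427) had 2.54 and 2.15 CPM, with a ratio interval of 0.694 to 1.03, and was detected in 15 and 17 clusters.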

Genes associated with PG metabolism (*PG reductase* and *PG dehydrogenase*) were also expressed in specific hemocyte clusters, in which cluster 22 highly expressed *PG reductase* at the immune challenge. 

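Figure 4b gives SPEXI_LOCUS10366 and SPEXI_LOCUS12155 for PG dehydrogenase and PG reductase. The first had 0 UMIs in the naïve and 0 in the challenged library. The second had 31 naïve and 14 challenged UMIs and was detected in 3 and 2 re-derived clusters, with 51.6% of the naïve UMIs in cluster 15.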

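Figure 4b lists 4 EPX loci without individual names. SPEXI_LOCUS11237 had 281 naïve and 462 challenged UMIs, a ratio of 1.41 (interval 1.22 to 1.65), and was detected in 17 and 14 re-derived clusters. SPEXI_LOCUS11236 had 196 and 107 UMIs, a ratio of 0.469 (interval 0.367 to 0.597), and was detected in 16 and 10 clusters. SPEXI_LOCUS11238 had 21 and 27 UMIs, and SPEXI_LOCUS12617 had 25 naïve UMIs and 1 challenged UMI.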

At least one of the four epoxyeicosatrienoic acid (EET) synthetic genes (*EPX1*–*EPX4*) was expressed in most hemocyte clusters except cluster 23, in which *EPX1* and *EPX2* were dominantly expressed in the hemocytes. Genes associated with leukotriene (LT) biosynthesis were also expressed in different hemocyte clusters, in which the gene (*LTA_4_H*) of LTA_4_ hydrolase converting LTA_4_ into LTB_4_ was highly expressed in most hemocyte clusters. 

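LTA4 hydrolase (SPEXI_LOCUS5718) had 48.6 CPM (interval 47.1 to 50.2) in the naïve and 38.4 CPM (interval 37.2 to 39.7) in the challenged library, a ratio of 0.790, and was detected in 31 and 32 re-derived clusters. The median clusters had 48.5 and 44.1 CPM, and the highest levels were in naïve cluster 18 (99.5 CPM) and challenged cluster 31 (101 CPM).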

Finally, another oxylipin, epoxyoctadecamonoenoic acid (EpOME), plays a crucial role in immunity control as a negative regulator in *S. exigua* [35]. 

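The EpOME synthase gene (SPEXI_LOCUS4029) had 26 UMIs in the naïve and 17 UMIs in the challenged library, which is 0.320 CPM (interval 0.209 to 0.469) and 0.180 CPM (interval 0.105 to 0.288). The ratio of 0.562 had an interval of 0.286 to 1.08, so a difference between the libraries was not detectable at this depth.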

The EpOME synthase gene was also expressed in specific hemocyte clusters.

PGE_2_ signal transduction in hemocytes was analyzed by its signal component expressions using scRNA-Seq (Figure 4c). The *PGE_2_ receptor* (*PGE_2_R*) was expressed in specific hemocyte clusters while three different *Gα* subunits in the trimeric G proteins associated with G protein-coupled receptors (GPCRs) were expressed in most clusters. *Adenylate cyclase* (*AC*) was expressed in specific hemocyte clusters (7, 14, and 20–22). The *IP3 receptor* (*IP3R*) was expressed in most hemocyte clusters except clusters 6 and 23. *Ryanodine receptor* (*RyR*) and *aquaporin* (*AQP*) were expressed in specific hemocyte clusters while *protein kinase A* (*PKA*) and *F-actin* were expressed in all hemocyte clusters. These analyses indicate that although the hemocytes of *S. exigua* possess the cellular components necessary for PGE_2_ signal transduction—from ligand binding to the activation of secondary messengers such as Ca^2+^ and cAMP—only specific hemocyte clusters respond to PGE_2_.

Melanization (Figure 4d) and apoptosis (Figure 4e), which are two major immune effectors, were assessed by their component gene expressions. For melanization, phenoloxidase (PO) needs to be activated from PPO by a proteolytic cleavage of serine protease homolog (SPH) and PPO-activating protease (PAP) [38]. 

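In re-derived cluster 5, PPO1 had 38583 CPM among naïve and 44624 CPM among challenged cells, a ratio of 1.16, which was 0.991 with edgeR's TMM factor and 1.08 with totals without the 50 most abundant genes. PPO2 had 39906 and 39877 CPM there, a ratio of 0.999, which was 0.856 and 0.930 with these alternatives. Figure 4d itself gives SPEXI_LOCUS4690 and SPEXI_LOCUS4939 for PPO, which had 74 and 57 UMIs in the naïve and 44 and 21 UMIs in the challenged library. Of the loci for PAP and SPH, which are not paired with individual names, SPEXI_LOCUS11607 had 350.1 and 163 CPM, a ratio of 0.466 (interval 0.457 to 0.475), and was detected in 30 and 31 clusters. SPEXI_LOCUS5020 had 25 and 231 UMIs, a ratio of 7.94 (interval 5.25 to 12.5), and the others had at most 27 naïve and 38 challenged UMIs.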

Two *PPO* genes, four *PAP* genes, and one *SPH* gene were expressed in specific hemocyte clusters, in which two PPO genes were highly expressed in cluster 19 at naïve and cluster 13 at immune-challenge. 

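Figure 4d lists 4 serpin loci without individual names, of which SPEXI_LOCUS8608 was the most abundant, with 398 CPM in the naïve and 602 CPM in the challenged library (ratio 1.51) and detection in 33 and 34 re-derived clusters. SPEXI_LOCUS9294 had 64.6 and 113 CPM (ratio 1.75) in 26 and 29 clusters, and cluster 16 held 56.1% of its challenged UMIs. SPEXI_LOCUS8342 had 36.4 and 42.6 CPM in 32 and 33 clusters, a rise that became a fall when each cell was given the same weight, and SPEXI_LOCUS8341 had 1.10 and 1.23 CPM.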

Four serpin genes (*SPN1*-*SPN4*) were expressed in different hemocyte clusters, in which *SPN1* and *SPN2* were dominantly expressed in the hemocytes. For apoptosis, five caspase genes expressed the hemocytes among eight caspase (*Cas-1*~*Cas-8*) genes, in which two caspase genes (*Cas-2* and *Cas-5*) were dominantly expressed. 

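Figure 4e gives the same locus, SPEXI_LOCUS9251, for Cas-4 and Cas-8, and it was the most abundant of the caspase loci, with 49.2 CPM in the naïve and 53.5 CPM in the challenged library and detection in 31 and 32 re-derived clusters. The rise became a fall when each cell was given the same weight. Cas-2 (SPEXI_LOCUS11251) had 10.4 and 10.1 CPM, with a ratio interval of 0.888 to 1.07, and was detected in 26 clusters of each library. Cas-5 (SPEXI_LOCUS11414) had 6.19 and 5.79 CPM, with a ratio interval of 0.827 to 1.06, and was detected in 23 and 20 clusters.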

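In the naïve and challenged libraries MAPK had 27.2 and 28.2 CPM, Cyt C had 29.3 and 33.6 CPM, and APAF had 38.7 and 42.9 CPM, the last being lower in the challenged library when each cell was given the same weight. MAPK was detected in 30 and 31 re-derived clusters, Cyt C in 27 and 30, and APAF in 30 and 31. Cas-1 (SPEXI_LOCUS10242) had 21 and 16 UMIs in all cells and was detected in 2 naïve clusters and 1 challenged cluster. With so few UMIs, absence of Cas-1 from a cluster could not be told from a low level.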

Although three genes (*MAPK*, *Cyt C*, and *APAF*) responsible for inducing apoptotic signal were expressed in most hemocyte clusters but the apoptosis may be restricted to specific hemocyte clusters because *Cas-1*, a final apoptotic executor, was expressed at specific hemocyte clusters. It is noticeable that *inhibitor of apoptosis* (*IAP*) was expressed in the most hemocyte clusters. These analyses indicate that the specific hemocytes perform melanization and apoptosis to defend against microbial infection.

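IAP (SPEXI_LOCUS1816) had 64.2 CPM (interval 62.4 to 65.9) in the naïve and 83.9 CPM (interval 82.1 to 85.8) in the challenged library, a ratio of 1.31, and was detected in 31 and 33 re-derived clusters. From the expression of Cas-1 in specific clusters, the paper reasons that apoptosis may be restricted to those hemocytes.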

### 3.5. Hemocyte Classification Using Cell Type-Specific Markers

Four hemocyte types are classified in *S. exigua* hemolymph with morphological characters, similar to another lepidopteran insect, *Pseudoplusia includens* [39,40]. Feng et al. [26] selected marker genes specific to hemocyte types of *B. mori*: granulocyte (GR), plasmatocyte (PL), oenocytoid (OE), and spherulocyte (SP). We tested whether these marker genes were suitable to classify different hemocyte clusters of *S. exigua* (Figure S2). 

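PMH, under the locus number of Table S3, was highest in naïve re-derived cluster 24, with 656 CPM (interval 618 to 696), and in challenged cluster 31, with 715 CPM (interval 657 to 777). The median clusters had 225 and 293 CPM. A level 2-fold above that of the library was reached by 1 naïve and 0 challenged clusters with at least 50 cells.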

Five PL candidate markers were highly expressed in clusters 4 and 5, in which *paired mesoderm homeobox protein 2A-like* (*PMH*) was the most highly expressed and selected for subsequent FISH analysis. 

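A cecropin B UMI was present in 57.8% (interval 57.0 to 58.6) of the naïve and 94.8% (interval 94.4 to 95.2) of the challenged cells, and in 40.0% and 80.9% after thinning to equal depth. In re-derived cluster 4, which had a low level of cecropin B, 20.8% of the naïve and 82.1% of the challenged cells held a cecropin B UMI, at median depths of 1780.5 and 2268 UMIs per cell. In cluster 22 the shares were 79.7% and 98.1% at median depths of 1823 and 2359 UMIs.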

Twelve GR candidate markers were expressed in at least 11 different clusters in naïve or challenged larvae, in which *cecropin-B1* was the most highly expressed and selected for subsequent FISH analysis. 

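In re-derived cluster 5, 99.3% of the naïve and 99.9% of the challenged cells held a PPO2 UMI, at median depths of 9720 and 12090.5 UMIs per cell. In cluster 0, rich in cathepsin transcripts, 53.7% and 67.2% of the cells also held a PPO2 UMI, at median depths of 1548 and 1598 UMIs, as free RNA can give. After thinning to equal depth the shares were 97.8% and 98.7% in cluster 5 and 37.7% and 47.3% in cluster 0.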

Two OE candidate markers were expressed in specific clusters, in which *PPO-2* was the most highly expressed and selected for subsequent FISH analysis. Four SP candidate markers were expressed only in cluster 22, in which *Repat9* was the most highly expressed and selected for subsequent FISH analysis.

The selected four marker genes (*PMH*, *CecB1*, *PPO2*, and *Repat9*) discriminating four different hemocyte types were compared in their expressions in the 24 hemocyte clusters between control and immune-challenge treatments (Figure 5a). 

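Of the selected markers, PMH, CecB1 and PPO2 were taken by their locus numbers in the tables, and Repat9 was not analysed here. Cecropin B was highest in naïve cluster 2 (8783 CPM) and challenged cluster 22 (66168 CPM), while the median clusters had 1061 and 8183 CPM. For PPO2 the median clusters had 441 and 583 CPM, below its level in cluster 5.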

Most marker genes were specifically expressed in different clusters except cluster 22 expressed both *CecB1* and *Repat9*. 

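The concentration in the cluster with the highest level differed between the markers. Re-derived cluster 5, with 758 naïve and 900 challenged cells, held 91.6% of the naïve and 93.3% of the challenged PPO2 UMIs. Cluster 2, with 1317 naïve cells, held 51.2% of the naïve cecropin B UMIs. Cluster 22, with 155 challenged cells, held 1.60% of the challenged ones. For PMH the corresponding shares were 4.24% in the 81 naïve cells of cluster 24 and 1.40% in the 67 challenged cells of cluster 31. These shares also depend on the size of the cluster, so they do not compare the markers by specificity alone.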

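Over the re-derived clusters with at least 50 cells, the lowest levels in the naïve library were 127 CPM of cecropin B, 82.2 CPM of PPO2 and 61.0 CPM of PMH. In the challenged library they were 1098, 139 and 95.7 CPM.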

Some clusters such as 1, 5, 6, and 9 expressed these markers at low levels in both naïve and immune challenge. Then, we applied these marker genes to hemocytes of *S. exigua* with the FISH technique (Figure 5b). The marker genes appeared to stain the specific hemocyte types when the positive cells were compared to the hemocyte types determined by morphological characters (Figure S3). When the hemocyte frequencies classified by the morphological characters were compared to the positive frequencies of different FISH probes (Figure 5c), they were not very significantly different (X^2^ = 6.90; df = 3; *p* = 0.075), although there was a marked decrease (>20%) in GR frequency in FISH analysis.

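The re-derived clusters were set against gene classes from Tables S3 and S4, and a cluster was called after a class when at least 3 of its genes were 2-fold above the other cells and no other class had as many. These limits were set after the levels had been seen, while the genes were fixed before. Clusters 0, 4, 11 and 19 were cathepsin-like, from procathepsin H, cysteine proteinase 1-like, SPEXI_LOCUS2768 and the sodium/calcium exchanger regulatory protein. Clusters 3, 8, 10, 14 and 23 were SPARC-like, from SPARC, hemocytin, SPEXI_LOCUS11054 and SPEXI_LOCUS3619. Cluster 22 was GR11-like, from hemicentin 2-like, BLL4, HSP70 cognate 4 and spodoptericin, and cluster 13 was called after 3 AMP genes, of which 0 were among its 10 leading genes. Of the named clusters, 0, 11 and 22 had genes of their class among these leading genes, and 3, 4, 8, 10, 14, 19 and 23, like 13, had none. The other 23 clusters stayed unnamed, among them cluster 5 with both PPO genes. Clusters 1, 15 and 29 had SP-like genes, cluster 27 SPARC-like genes and cluster 33 nHC2-like genes, but at a low depth and with none of them among the 10 leading genes. Cluster 7 had as many SPARC-like as AMP genes, and cluster 32 as many SP-like as nHC5-like genes.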

Based on this validation of the marker genes, the 24 hemocyte clusters were classified into five hemocyte types: 12 GRs, 2 PLs, 4 OEs, 1 SP, and 5 novel hemocyte types (nHC1–nHC5) (Figure 6a). The classification of nHC1–nHC5 was based on three complementary criteria: (i) their distinct transcriptional signatures, including uniquely expressed marker genes identified from cluster-specific DEG analyses (Table S2), (ii) their clear separation from classical hemocyte clusters in UMAP space, and (iii) their specific hybridization patterns with FISH probes that did not overlap with those used for GR, PL, OE, or SP. These combined transcriptomic and cytological features support their designation as distinct subpopulations. For further clarification of these nHCs, five specific marker genes were selected from the uniquely expressed genes in each hemocyte cluster (Table S2). The resulting five FISH probes could specifically detect different nHCs (Figure 6b). These nHC types showed 3–4% relative proportions among the total hemocytes and summed up to almost 16%. Based on the FISH classification, the five hemocyte types (GR, PL, OE, SP, and nHC) were depicted on the UMAPs drawn from scRNA-Seq (Figure 6c). The immune challenge clearly changed the relative distribution of these hemocyte types.

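The cathepsin-like clusters went from 19.7% (interval 19.1 to 20.4) of the naïve to 26.9% (interval 26.1 to 27.7) of the challenged cells, a log2 ratio of 0.45 (interval 0.37 to 0.52). Within this class, cluster 4 went from 3.95% to 10.2% and cluster 19 from 0.0472% to 3.27%, while cluster 0 had 11.8% and 11.5% and cluster 11 fell from 3.90% to 1.89%. The SPARC-like clusters went from 23.4% (interval 22.8 to 24.1) of the naïve to 12.1% (interval 11.5 to 12.7) of the challenged cells, a log2 ratio of -0.95, which was -0.069 after RPCA integration, but cluster 8 of this class rose from 3.81% to 5.80%. Clusters with at least 3 SPARC-like genes that stayed outside the class, 7 and 27, went from 2.02% to 10.4%. The GR11-like cluster went from 1.16% (interval 0.993 to 1.34) of the naïve to 1.24% (interval 1.05 to 1.45) of the challenged cells, a difference within the intervals. Clusters with at least 3 SP-like genes that stayed unnamed went from 16.8% to 4.77%, and the cluster with nHC5-like genes among them from 0.337% to 0.256%. Unnamed clusters made up 55.7% and 54.6% of the cells. From the distribution of the types on the UMAPs of Figure 6c, the paper states that the challenge changed their relative distribution.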

To explain the dynamic change in the hemocyte types, the clusters obtained from scRNA-Seq were monitored by a trajectory analysis using the change in the gene expressions (Figure 7). Pseudo-time analysis of integrated hemocyte clusters using Monocle 3 resolved the data into three major lineages. Prohemocytes were defined as the root state, representing the earliest progenitor cells. Each lineage progressed along a continuous trajectory that could be subdivided into three developmental stages: an early stage, dominated by progenitor-like clusters at the root; a mid-stage, composed of transitional clusters located along branching paths; and a late stage, containing terminally differentiated hemocyte subtypes at the branch termini. By mapping cells to these trajectories, we captured the stepwise progression of hemocyte differentiation and identified both conserved and immune challenge–specific shifts in lineage commitment. Clusters were assigned to lineages based on the predominant cell type represented within each cluster. Clusters C20– C23 comprised only a small number of cells; consequently, they did not receive robust lineage labels during principal-graph mapping and were initially unassigned. This yielded coherent, directional progressions rather than a single, global path, indicating multiple differentiation routes across the dataset. Lineage 1 progressed from a plasmatocyte (PL1) to a granulocyte (GR4) via novel type of hemocytes: C4 → C9 → C10 → C2 → C6 → C8. 

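Pseudotime was not recomputed here, and the links between each cell and its 20 nearest neighbours were counted instead. A cluster of the paper was matched to the re-derived cluster in which most of its genes in Tables S3 and S4 were highest, so that several of the paper's clusters can fall on 1 re-derived cluster. Of the 5 steps of Lineage 1, 1 had both clusters matched, from C6 to C8. The match of C8 to cluster 20 rests on the ribosomal proteins S23 and P1, found in 99.2% and 98.5% of the naïve cells. The match of C6 to cluster 27 comes from Table S4 alone and rests on NEDD8 ultimate buster with 3 UMIs and UBR1 with 21 UMIs among its challenged cells, too few to place the step.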

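For Lineage 2, 1 of its 8 clusters was matched to a re-derived cluster, so 0 of its 7 steps could be set against the links between neighbouring cells.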

Lineage 2 followed the progression route from a granulocyte (GR7) to a novel type of hemocyte (nHC4): C7 → C17 → C14 → C3 → C5 → C15 → C16 → C18. 

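For Lineage 3, 3 of the 5 steps had both clusters matched, each cluster through 2 genes of Table S3 or Table S4. From C13 to C0 (re-derived clusters 5 and 1), 0.109% of the links crossed and 96.6% stayed inside, and the target ranked 9 among the 33 other clusters. The match of C12 rests on the ribosomal proteins S23 and P1, found in 99.2% and 98.5% of the naïve cells, so no share of links is given from C0 to C12. From C11 to C19 (clusters 27 and 1) 1.33% crossed, the target ranking 5, and 2.01% with 50 neighbours. Both clusters were shallow, with medians of 850.5 and 831 UMIs per cell, and an effect of depth on these links was not tested. Cluster 27 is also the match of C6 and cluster 1 that of C0, so the links do not single out this step.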

Lineage 3 had a progressive order from oenocytoid (OE3) to a novel hemocyte (nHC3): C13 → C0 → C12 → C1 → C11 → C19.

## 4. Discussion

Unlike vertebrates, the insect open circulatory system is responsible for the delivery of nutrients, metabolites, and hormones, in addition to providing immunity, as it is not involved in oxygen delivery. Hemocytes within this open circulatory system perform both immune and other physiological roles. Thus, insects and other invertebrates possess different types of hemocytes, each with apparently discrete physiological roles. However, the unique roles of these different hemocyte types remained unclear until the advent of transcriptome analysis using scRNA-Seq. This study investigated the different hemocyte types of *S. exigua* based on their transcripts and separated them into 24 cluster types. These clusters differed in the kinds of highly expressed genes and exhibited variation in their expression profiles of immune-associated genes. With the exception of five clusters, most of the 24 clusters were assigned molecular markers using specific genes expressed in each of the four traditional hemocyte types. The 24 hemocyte clusters were not static but exhibited dynamic changes in their clustering patterns upon immune challenge.

The hemocyte types of *S. exigua* are further divided from four morphological types into 24 transcriptomic clusters by scRNA-Seq. The 24 clusters were distinct in their major transcripts (top three highly expressed genes) and were classified into seven physiological functions categories. Interestingly, five clusters (1, 6, 9, 18, and 23) highly expressed the apoptosis-associated genes and were identified as five novel hemocyte types (nHC1-5) based on molecular markers. Apoptosis plays a crucial role in insect cellular immune responses, including nodule formation or encapsulation [41]. In addition, hemocyte apoptosis can trigger the proliferation of neighboring cells in *Drosophila* [42]. This suggests that the nHCs undergo apoptosis to directly defend against pathogens and also indirectly repair neighboring hemocytes or other tissues damaged from infection. This needs further analysis to fully understand the physiological functions of these new hemocytes. Cluster 13 highly expressed PPO, presumably to produce melanin, and was identified as an oenocytoid (OE3) with its specific molecular marker. The other three oenocytoids highly expressed genes associated with protein synthesis or calcium homeostasis (OE1 and OE4) or changes in cell shape (OE2). This suggests that oenocytoids perform various physiological processes other than melanization. For example, oenocytoids in *Helicoverpa armigera* produce a cytokine and release it upon microbial infection to activate plasmatocytes [43].

Our scRNA-Seq reveals that PGE_2_ signaling is restricted to specific hemocyte cluster types, although eicosanoid biosynthesis occurs in most hemocyte types of *S. exigua*. Eicosanoids, which are oxygenated polyunsaturated fatty acids, mediate various physiological functions in insects, including metabolism, secretion, reproduction, and immunity [44]. They are produced from a C20 precursor, usually arachidonic acid, and are classified into PGs, LTs, and EETs. Our current scRNA-Seq showed that the hemocytes express the genes associated with the biosynthesis of these three eicosanoids. Although insects do not encode the vertebrate lipoxygenase (LOX) orthologous gene, we did not find a LOX transcript for LT production. However, our scRNA-Seq predicts the expression of LTA_4_ hydrolase, which converts LTA_4_ to LTB_4_, in the hemocytes. Scarparti et al. [45] predicted LTA_4_ synthase from *Drosophila* genome. Both LTA_4_ and LTB_4_ are functional in the cellular immunity of *S. exigua* [46,47]. In PG production, the hemocyte transcriptomes showed that three different *PLA_2_* genes, cyclooxygenase-like genes (*POX-F* and *POX-H* [48]), and PGE_2_/PGI_2_ synthase genes are expressed. For EET production, four epoxygenase genes are expressed in the hemocytes, suggesting the production of all four EETs. These findings suggest that the hemocytes of *S. exigua* produce these eicosanoids, at least for immune responses. In addition, the hemocytes expressed the components for EpOME biosynthesis and metabolism. EpOME acts as an insect resolvin to suppress excessive and unnecessary immune responses, typically during late infection stage [49,50]. Eleven hemocyte clusters expressed the EpOME synthase, in which four clusters (5, 8, 19, and 22) expressed it only in hemocytes from naïve larvae. This suggests that EpOME may have additional physiological role(s) beyond that of an immune suppressor.

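At 3 or more UMIs the EpOME synthase gene was detected in 4 naïve clusters and 1 challenged cluster, 5 re-derived clusters in all. With a limit of 1 UMI, chosen after the data had been seen, it was detected in 10 naïve and 12 challenged clusters, 16 in all and 6 in both libraries. With a limit of 10 UMIs it was detected in 0 clusters.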

PGE_2_ is a main eicosanoid in insects, mediating various immunological functions [44]. However, the PGE_2_ receptor was expressed in only nine clusters, in which three of them (3, 8, and 10) expressing it without any immune challenge were granulocytes (GR2, GR4, and GR5). In contrast, cluster 21 expressed it only upon immune challenge and was another type of granulocyte (GR12), while five constitutively expressed clusters (0, 4, 5, 7, and 19) included oenocytoids (OE1 and OE4), plasmatocytes (PL1 and PL2), and a granulocyte (GR3). PPO is an inactive enzyme produced specifically from oenocytoids in *S. exigua* and is released via cell lysis into the plasma, where it undergoes a proteolytic cleavage to become its active form [51]. This oenocytoid cell lysis is triggered by PGE_2_ via its receptor [52]. During cellular immune responses, PGE_2_ activates hemocyte spreading, phagocytosis, and nodulation of plasmatocytes and granulocytes [53]. These functions help explain the PGE_2_ receptor gene expression in these hemocyte clusters during immune challenge. In contrast, the three clusters that express the PGE_2_ receptor only under naïve conditions suggest alternative functions of these granulocytes. Notably, these three clusters are classified into ‘active in protein synthesis’ within the six functional categories. They may be undergoing cell differentiation of the granulocytes during development, such as GR4 in our hemocyte trajectory analysis in lineage 1. For example, PGE_2_ alone can initiate a hemocyte differentiation from a stationary to a circulatory type in *S. exigua*, where plasmatocyte density is significantly enhanced for subsequent differentiation into granulocytes [40]. The differentiation from plasmatocytes to granulocytes is also predicted from our trajectory analysis in lineage 1. In addition to PGE_2_, the Toll signal is known to be associated with hemocyte differentiation in a mosquito [54]. Our scRNA-Seq showed four Toll receptors are expressed in the hemocytes of *S. exigua* with or without immune challenge. This kind of hemocyte differentiation is called trans-differentiation, in which a mature cell type transforms into another mature cell type, distinct from hemocyte differentiation at the hematopoietic organ [55]. These findings suggest that hemocytes differentiate during development or upon immune challenge, exhibiting their functional plasticity.

The hemocyte differentiation of *S. exigua* was predicted using a trajectory analysis and showed at least three lineages: plasmatocyte (PL1)–granulocyte (GR4), granulocyte (GR7)–novel hemocyte (nHC4), and oenocytoid (OE3)–novel hemocyte (nHC3). In *Drosophila*, the larval hemocytes basically originate from the procephalic and cardiogenic mesodermal hematopoietic organs [56]. The cardiogenic hematopoietic organs, called lymph glands, are situated on each side of the dorsal vessel. The paired primary lobes of the lymph glands consist of a medullary zone with progenitor cells, a cortical zone with differentiated hemocytes, and a posterior signaling center that supervises the maintenance and differentiation of progenitor cells [57]. The procephalic origin gives rise to the peripheral and sessile hemocytes attached to the body wall until being released into the circulatory hemolymph [58]. In Lepidoptera, hemocytes originate from the mesodermal stem cells in the hematopoietic organ located in the thoracic segments near the anterior and posterior wing discs [59] and differentiate into the mature morphological types when they leave the organ. This is because most hemocytes in the organ are prohemocytes (60–70%) and oenocytoids (30–40%), while granulocytes are much less frequent cells (less than 1%) [60]. Hemocyte differentiation may also occur in the hemolymph because the progenitor cells (prohemocytes and oenocytoids) transform in a short time (10–30 min) when incubated in vitro [60]. This is a clearly contrasting strategy for the hemocyte differentiation between *Drosophila* and lepidopteran insects. It also supports the dynamic change in the hemocyte cluster types in *S. exigua* found in our current study.

This study developed molecular markers to discriminate classical hemocyte types based on genes uniquely expressed in each cell type. The molecular FISH probes specifically reacted to each hemocyte type. In addition, this study also developed FISH probes to detect five novel hemocyte types (nHC1-nHC5), which were not distinct from GRs with morphological characters. A similar strategy using monoclonal antibodies to discriminate with molecular probes was conducted in *P. includens* [61]. The monoclonal antibody successfully discriminated the different hemocytes but showed some cross-reactivity with insect development or after immune challenge, suggesting the trans-differentiation observed in our current study. Compared to the monoclonal antibody markers, our FISH probes can more specifically discriminate target cells based on sequence complementarity. A FISH probe targeting *cecropin B1* mRNA was developed to recognize granulocytes of *S. exigua*. In addition to their immunity function as antimicrobial peptides, cecropins play a role in cuticle formation by regulating *PPO* expression during development [62]. PMH (paired mesoderm homeobox protein 2A-like) is a transcription factor of the homeobox gene family with crucial roles in development, tissue regeneration, and cellular differentiation [63]. Its expression was highly detected in plasmatocytes of *S. exigua* in our current assay. Its physiological function in hemocytes remains unknown but suggests a specific differentiation of the hemocytes during development. *PPO* expression is confined to oenocytoid in *S. exigua* [50]. Thus, the *PPO* gene expression was used as a FISH probe to determine the oenocytoid hemocytes. Just like the four oenocytoid clusters characterized by the *PPO* expression in *B. mori* [26], our four oenocytoid clusters also responded positively to the FISH probe. *Repat9* expression was used as a FISH probe to recognize spherulocyte. Repat (response to pathogen) is an immune-associated gene family encoded in *S. exigua* [64]. Repat proteins are relatively small (~15 kDa) and can interact with other Repat proteins [65]. For example, Repat1 is localized in the cytosol, but translocated into the nucleus in the presence of Repat8 [66]. Its functional domain possesses multi-bridge factor domain, which acts as a transcriptional co-activator and mediates gene expressions. In *S. exigua*, Repat33 mediates both cellular and humoral immune responses, presumably by activating immune-associate genes under eicosanoid signal [29]. Our current study indicates that *Repat9* expression is confined to spherulocyte, suggesting a specific immunological role for these hemocytes that was not well understood. The FISH probes developed would be valuable tools for various research purposes associated with hemocytes of *S. exigua*.

The molecular probes could discriminate the four hemocyte types without too much difference in their relative proportions compared to those obtained from the morphological classification. However, there was a marked reduction (>20%) in the relative proportion of the granulocytes detected in the FISH probe. Instead, the nHCs were detected in this study with almost 16%. This suggest that some of the granulocytes determined by the morphological characters are recognized by the molecular probe into nHCs. Here may be two hypotheses to explain the difference. One is that nHCs are derived from the granulocytes. Indeed, the lineage 2 of our trajectory analysis indicates the differentiation of 6 subtypes of granulocytes into nHC4. The other hypothesis is to regard the nHCs as the independent hemocyte type. This is supported by the clear distinct grouping in UMAP analysis of scRNA-Seq, in which nHCs are away from other hemocytes and independently differentiated upon the immune challenge. This observation is consistent with the possibility that some or all of the nHC populations represent transient differentiation or activation states of classical hemocyte types, particularly GRs, rather than entirely novel cell lineages. In our trajectory analysis, Lineage 2 (GR7 to nHC4) supports a scenario of trans-differentiation or intermediate differentiation states occurring within the hemolymph. Such state transitions have been documented in other insects, including *Drosophila*, where hemocytes exhibit plasticity and can adopt alternative fates under immune challenge [24]. Incorporating this interpretation provides a more balanced view of nHC identity, recognizing that these subpopulations may reflect functional diversification within existing lineages rather than the emergence of wholly new cell types. The functions displayed by the nHCs need to be clarified in subsequent study to understand the identity of the nHCs.

Hemocyte diversity revealed by the scRNA-Seq is ecologically significant in insects because it provides the immune flexibility to overcome various environmental stresses. The functional diversity of the 24 clusters in the immune responses was detected in their specific transcripts of the signaling components in Toll/IMD pathways, suggesting the unique and the interacting physiological roles among the different hemocyte types. This pathogen recognition signal led to the differentiated humoral and cellular immune responses such as AMP and PO production and apoptosis like other lepidopteran insects [67], in which our current study suggests the specific roles of the different hemocyte types. In addition to the immunological functions, the ability of different hemocyte types allows insects to adapt to various abiotic stressors in diverse ecological niches [68,69].

## 5. Conclusions

This study reports 24 hemocyte functional types of *S. exigua* based on the clustering analysis of the single-cell transcriptomes. Based on transcriptional variation and traditional morphological classification, larval hemocytes of *S. exigua* are re-categorized into five main types: GR, PL, OE, SP, and nHC. GRs (12–20 µm) are granular and phagocytic; PLs (10–15 µm) are spindle-shaped and adhesive; OEs (15–25 µm) are large, PPO-producing cells; SPs (15–25 µm) contain refractive spherules; and nHCs (10–18 µm) are smaller cells characterized by distinct marker genes. Among the 14,866 hemocytes for control naïve larvae analyzed via scRNA-Seq, their relative proportions are approximately 46% GR, 22% PL, 16% OE, 6% SP, and 16% nHC (with each of the five nHC subtypes comprising 3–4%). This sample represents an estimated 1.2–1.5% of the total hemocyte population, which is approximately 1.0–1.2 × 10^6^ cells in the L5 larvae. It also showed that these variable hemocytes are dynamic and undergo trans-differentiation after the maturation from the stem cells. Finally, this study provides several FISH probes to discriminate the different hemocyte types.

## Figures and Tables

**Figure 1:**
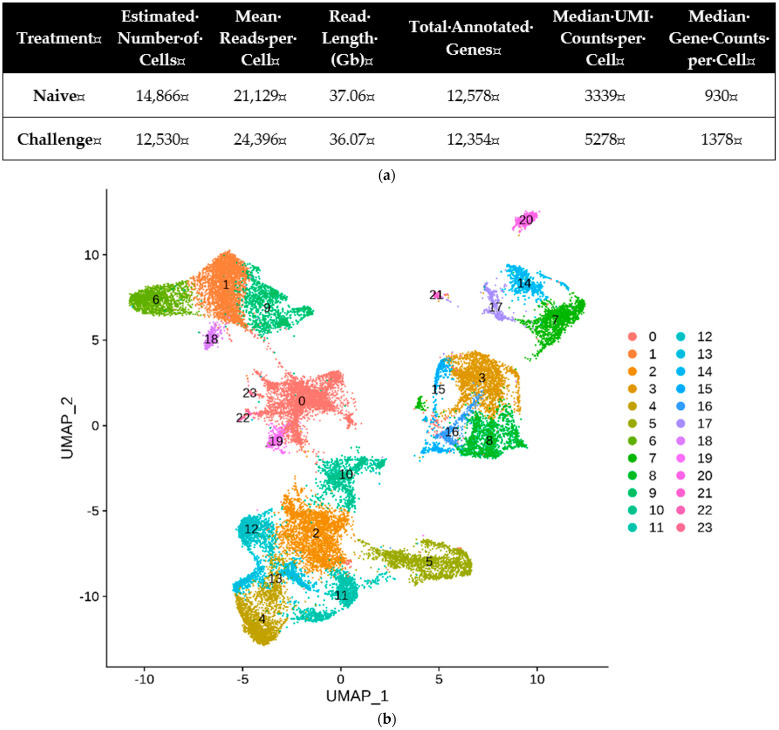
scRNA-Seq profiling of *S. exigua* hemocytes in naïve (‘Naïve’) and immune-challenged (‘Challenge’) larvae. (**a**) Summary of scRNA-Seq statistics. (**b**) UMAP indicating 24 distinct clusters (‘0–23’ in different colors) identified from pooled hemocytes of naïve and immune-challenged larvae. For the immune challenge, each L5 larva was injected with 1.4 × 10^5^ heat-killed *E. coli*, while PBS was injected for naïve controls. The numbers in the figure represent different clusters and each dot represents a single cell in each cluster, colored according to its assigned cluster.

**Figure 2:**
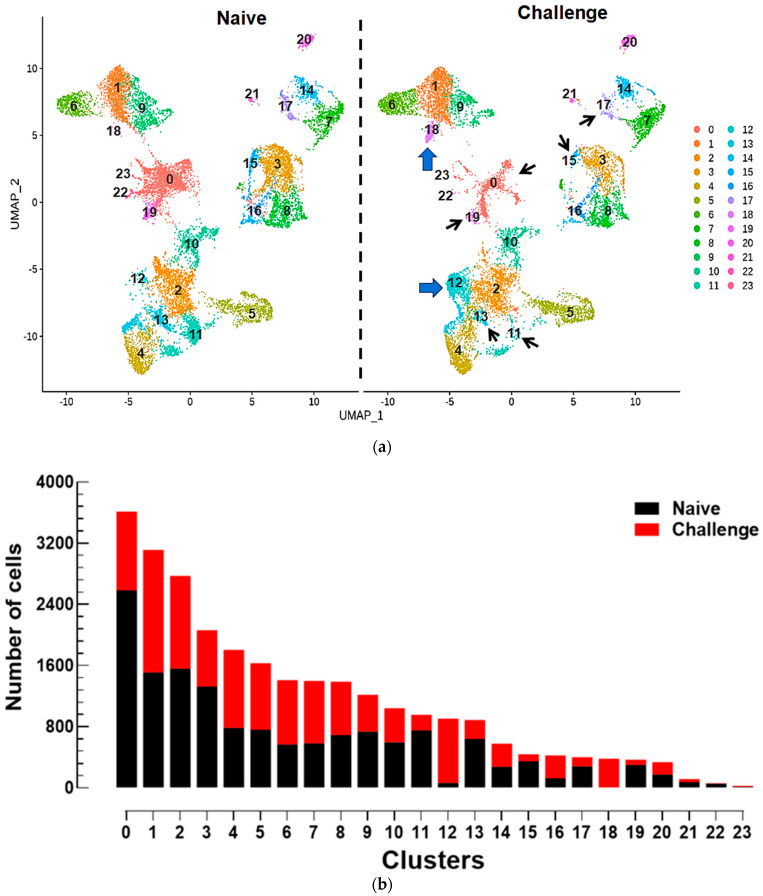

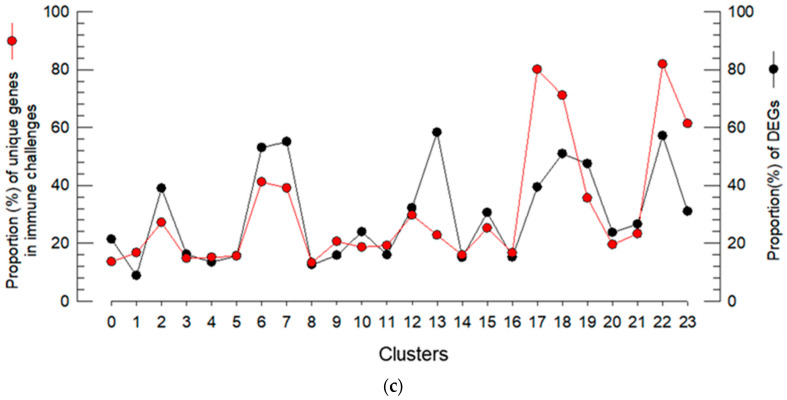
Alteration of scRNA-Seq clustering patterns of *S. exigua* hemocytes after immune challenge (‘Challenge’) compared to naïve larvae. (**a**) UMAP visualization of the altered hemocyte patterns in 24 clusters. Black thin arrows (0, 11, 13, 15, 17, and 19 clusters) indicate decreased cell numbers, while blue thick arrows (12 and 18 clusters) indicate increased cell numbers. (**b**) Bar plots showing the number of cells in each cluster for the two treatments. (**c**) Differential gene expression profiles after the immune challenge using unique genes (red line) and DEGs (black line) in each cluster. For the immune challenge, each L5 larva was injected with 1.4 × 10^5^ heat-killed *E. coli*, while PBS was injected for naïve controls.

**Figure 3:**
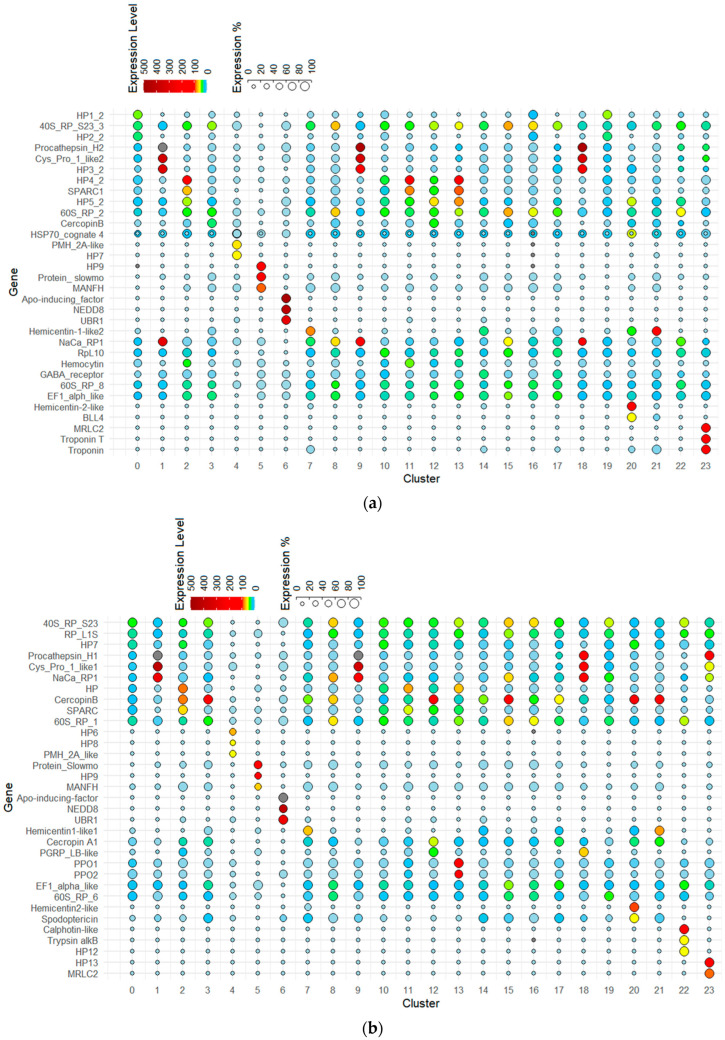
Dot plot represents the top three genes (*Y*-axis) enriched per cluster (*X*-axis) in hemocytes derived from naïve (**a**) and immune-challenged (**b**) larvae. Color gradient of the dot represents the expression level in FPKM, while the size represents percentage of cells expressing any gene per cluster. The complete dataset of cluster markers, including FPKM, adjusted *p*-values, and expression percentages, is provided in Supplementary Tables S3 and S4 for naïve and immune-challenged larvae, respectively.

**Figure 4:**
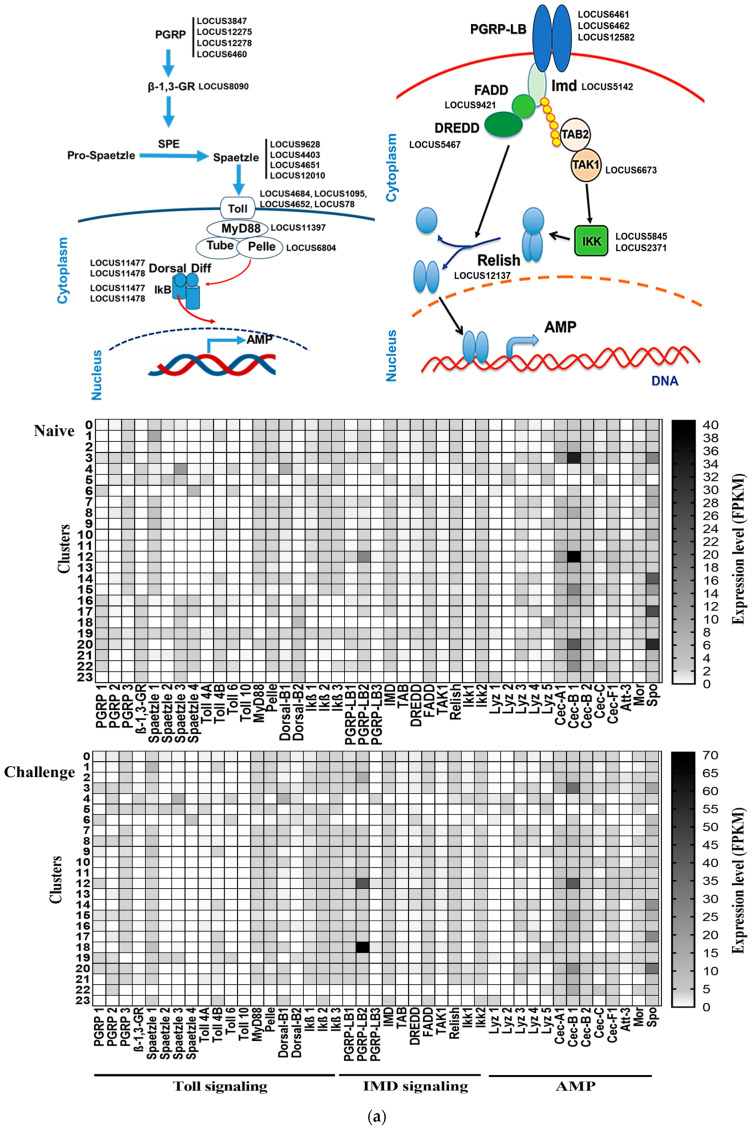

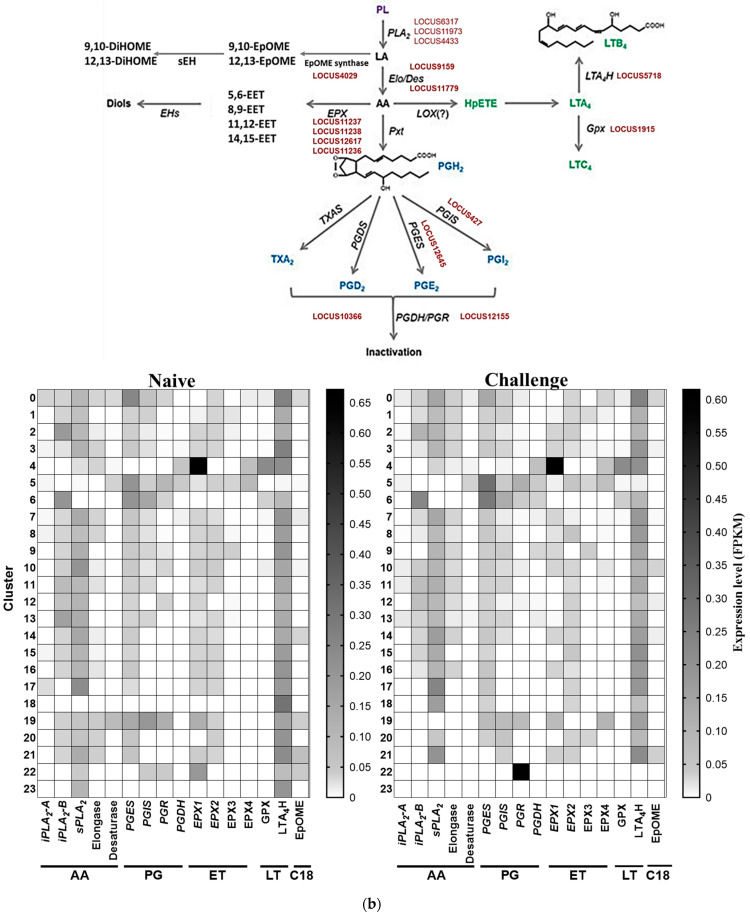

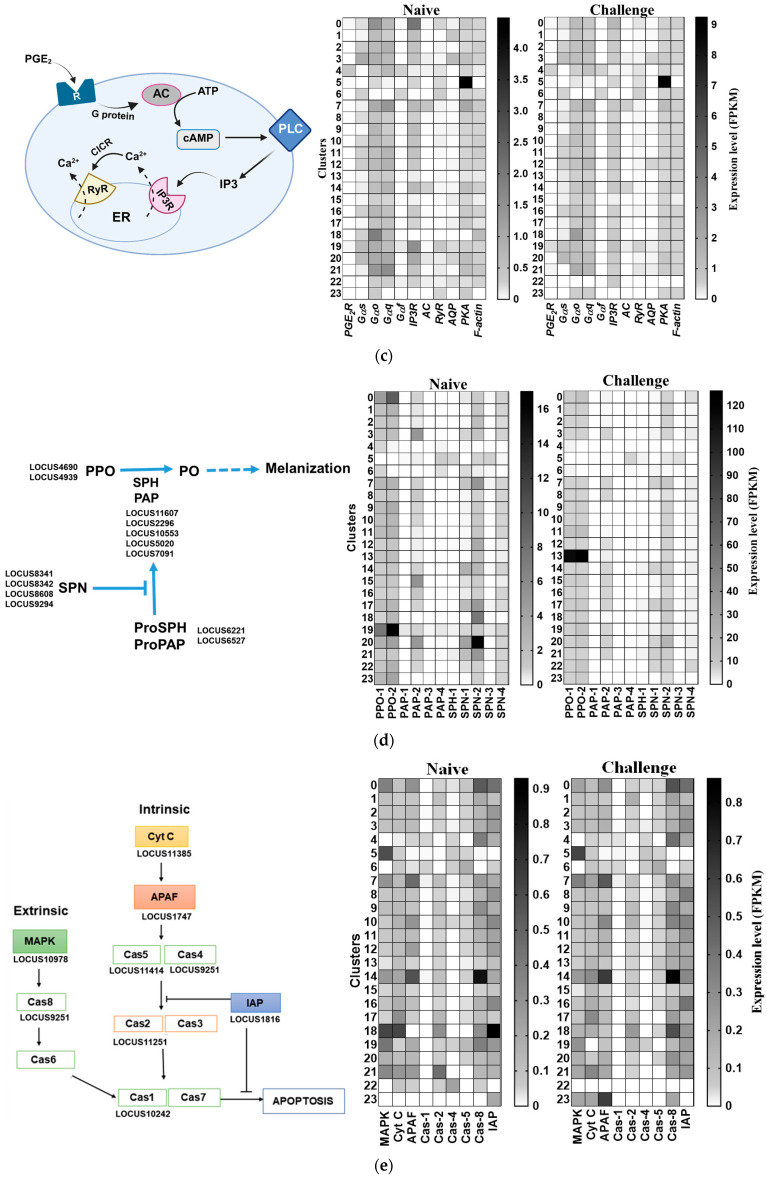
Specific expression profiles of the immune-associated genes in each of 24 scRNA-Seq clusters of naïve controls (‘Naïve’) and immune challenged (‘Challenge’) *S. exigua* larvae. For the immune challenge (‘Challenge’), each L5 larva was injected with 1.4 × 10^5^ heat-killed *E. coli*, while PBS was injected for Naïve. Heatmaps show expression patterns (based on FPKM) in naïve or immune challenge with different colors: white bar indicates no expression in either naïve or immune-challenged (“Challenge”) larvae. The expressed gene IDs are denoted in the corresponding components in the diagram. (**a**) Differential gene expression profiles of signal components associated with the Toll-IMD immune pathway and subsequent AMPs [1]: ‘Lyz’ for *lysozyme*, ‘Cec’ for *cecropin*, ‘Att’ for *attacin*, ‘Mor’ for *moricin*, and ‘Spo’ for *spodoptericin*. (**b**) Differential gene expression profiles of synthetic components associated with eicosanoid or epoxyoctadecamonoenoic acid (‘EpOME’) biosynthesis [29,35,36]: ‘PL’ for phospholipid, ‘LA’ for linoleic acid, ‘AA’ for arachidonic acid, ‘EET’ for epoxyeicosatrienoic acid, ‘DiHOME’ for dihydroxyoctadecanoic acid, ‘TX’ for thromboxane, ‘PG’ for prostaglandin, ‘HpETE’ for hydroperoxyeicosatetraenoic acid, ‘LT’ for leukotriene, ‘Elo/Des’ for *elongase*/*desaturase*, ‘Pxt’ for *peroxinectin*, ‘sEH’ for *soluble epoxide hydrolase*, ‘EPX’ for *epoxidase*, ‘EH’ for *epoxide hydrolase*, ‘PGDH/PGR’ for *prostaglandin dehydrogenase*/*reductase*, ‘LOX’ for *lipoxygenase*, ‘LTA_4_H’ for *LTA_4_ hydrolase*, and ‘Gpx’ for *glutathione peroxidase*. (**c**) Differential gene expression profiles of PGE_2_ signal components [37]: ‘R’ for *PGE_2_ receptor*, ‘Gαs-f’ for trimeric Gα subunits, ‘AC’ for *adenylate cyclase*, PLC for *phospholipase C*, ‘IP3’ for inositol-1,4,5-triphosphate, ‘IP3R’ for *IP3 receptor*, ‘ER’ for endoplasmic reticulum, ‘RyR’ for *ryanodine receptor*, ‘AQP’ for *aquaporin*, ‘PKA’ for *protein kinase A*, and ‘CICR’ for calcium-induced calcium release. (**d**) Differential gene expression profiles of prophenoloxidase (‘PPO’)-activating signal components [38]: ‘PO’ for *phenoloxidase*, ‘PAP’ for *PPO-activating protease*, ‘SPH’ for *serine protease homolog*, and ‘SPN’ for *serpin*. (**e**) Differential gene expression profiles of apoptosis signal components [13]: ‘MAPK’ for *mitogen-activated protein kinase*, ‘Cyt C’ for *cytochrome C oxidase*, ‘APAF’ for *apoptotic protease-activating factor*, ‘Cas’ for *caspase*, and ‘IAP’ for *inhibitor of apoptosis*.

**Figure 5:**
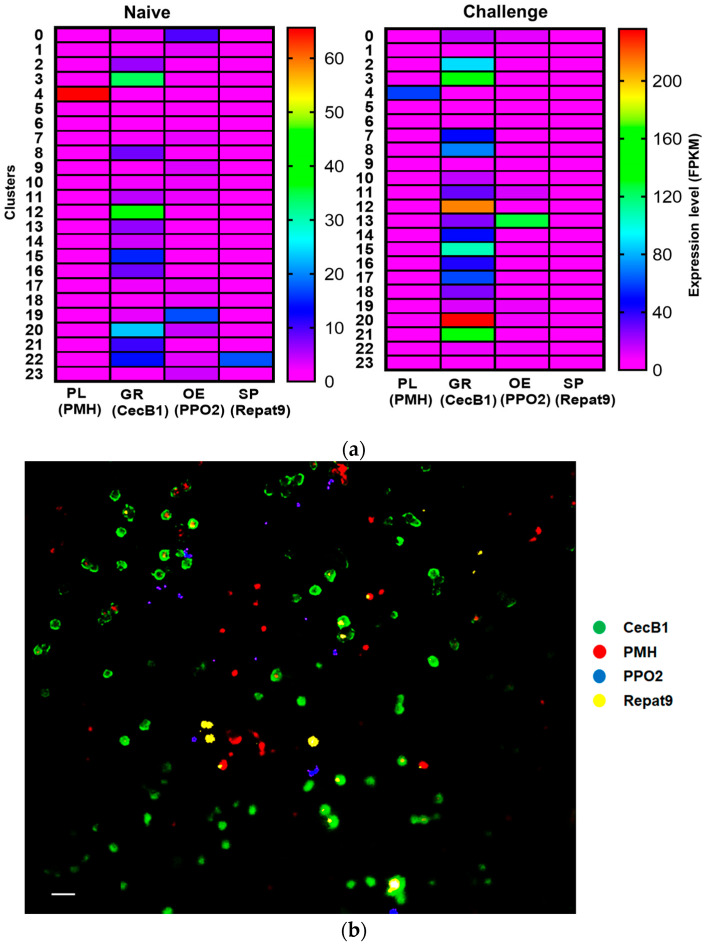

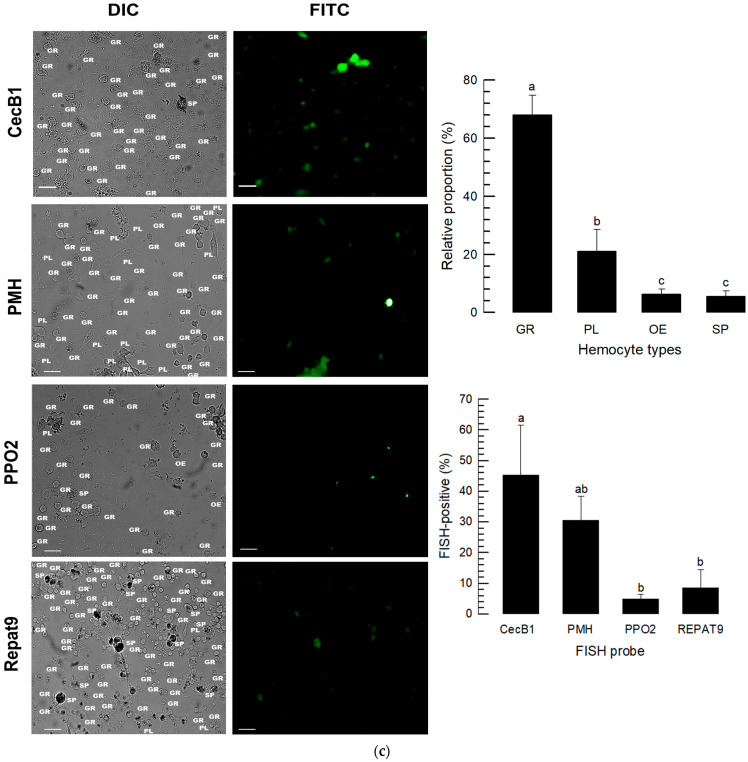
FISH probes specifically recognizing hemocyte types of *S. exigua* larvae. (**a**) Heatmap showing the specific expressions (average log2 fold change) of the marker genes across clusters between hemocytes collected from naïve (‘Naïve’) and immune-challenged (‘Challenge’) larvae. Marker genes include *cecropin B1* (‘CecB1’) for granulocyte (‘GR’), *paired mesoderm homeobox protein 2A-like* (‘PMH’) for plasmatocyte (‘PL’), *prophenoloxidase-2* (‘PPO2’) for oenocytoid (‘OE’), and *Repat9* for spherulocyte (‘SP’). (**b**) Specific recognition of the FISH probes to hemocytes collected from *S. exigua* larvae. (**c**) Efficiency of the hemocyte recognition by the FISH probes. Hemocytes are determined by the morphological characters [7,8] in DIC mode and recognized by FISH probes in FITC mode. Quantitative comparison between the frequencies of hemocyte types determined by morphological classification and FISH-positive cells detected by FISH probes. Different letters above bars indicate significant differences between groups (one-way ANOVA, *p* < 0.05). Finally, samples were mounted with a coverslip and observed under a fluorescence microscope (DM2500; Leica, Wetzlar, Germany) at ×200 magnification.

**Figure 6:**
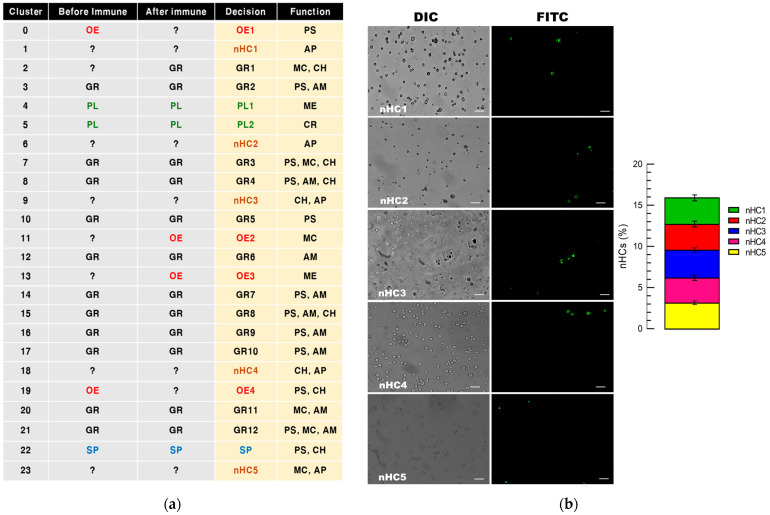

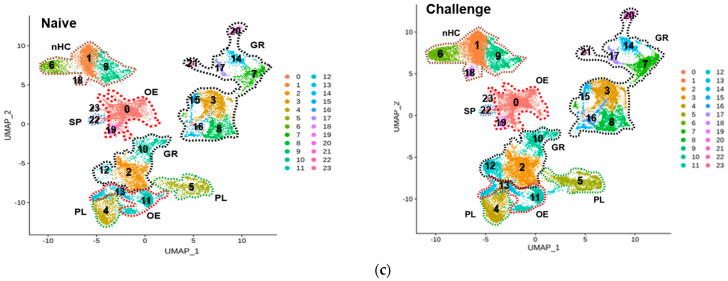
Comparison of the four morph-based hemocyte types and the 24 scRNA-Seq-based hemocyte clusters. (**a**) Annotation of 24 hemocyte clusters into classical and novel hemocyte types (denoted in different colors): 12 granulocyte types (‘GR1-GR12’), 2 plasmatocyte types (‘PL1-PL2’), 4 oenocytoid types (‘OE1-OE4’), a spherulocyte type (‘SP’), and five novel hemocyte types (‘nHC1-nHC5’). Functions of each cluster are assigned as follows: PS: protein synthesis; MC: modulating cell shape; AM: AMP production; CH: calcium homeostasis; AP: apoptosis; ME: melanization; CR: cell repairing. (**b**) Specific FISH markers for novel hemocyte (‘nHC’) types: *2-oxo-4-hydroxy-4-carboxy-5-ureidoimidazoline decarboxylase-like* (2-Oxo for ‘nHC1’), *Down syndrome* (DS for ‘nHC2’), *cysteine-proteinase 1-like* (CP1 for ‘nHC3’), *G-protein–coupled receptor No. 9* (GPCR No9 for ‘nHC4’), and *adhesion G protein–coupled receptor A3* (GPCR A3 for ‘nHC5’). Representative fluorescent images show probe-specific signals (green) in each subpopulation (probe sequences are provided in Supplementary Table S4). The bar plot (right) depicts the relative proportion of each nHC subpopulation among the total hemocytes. The bars indicate standard deviations of the nHC means. (**c**) Hemocyte differentiation in the hemocyte types after immune challenge in UMAP visualization. Each dot represents a single cell, colored by its assigned cluster, with numbers indicating cluster identities. Finally, samples were mounted with a coverslip and observed under a fluorescence microscope (DM2500; Leica, Wetzlar, Germany) at ×200 magnification.

**Figure 7:**
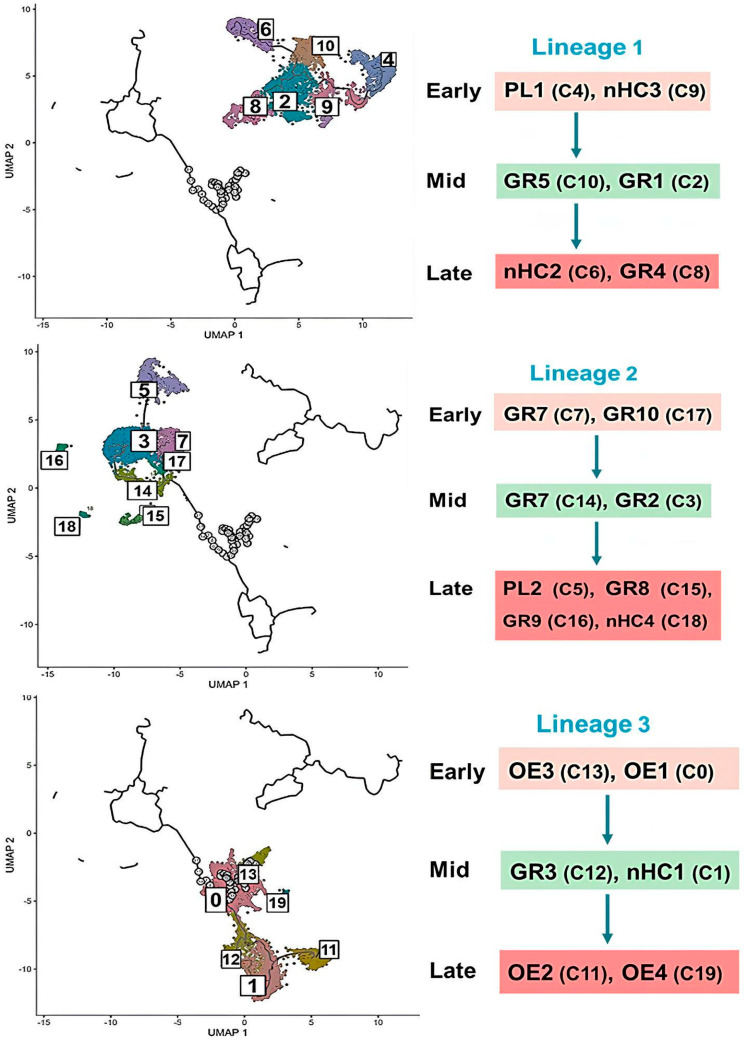
Pseudo-time trajectory analysis of 24 hemocyte clusters (0–23) of *S. exigua*. Pseudo-time trajectories were reconstructed from pooled hemocytes of naïve and immune-challenged larvae using Monocle 3 in R. Prohemocytes were designated as the root state, marking the earliest point of the differentiation pathway. Each cluster is color-coded as shown in the figure, with individual dots representing single cells positioned along the inferred developmental continuum. Hemocyte clusters were organized into three distinct lineages (Lineage 1–Lineage 3), with each lineage trajectory subdivided into three developmental stages: an early stage, enriched in progenitor-like clusters at the root; a mid-stage, consisting of transitional clusters positioned along branching trajectories; and a late stage, composed of terminally differentiated hemocyte subtypes located at branch termini.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material; further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14231842/s1. Table S1: Detailed probe sequences used for FISH assay to identify hemocytes. Table S2. Uniquely expressed genes in 24 different hemocyte clusters. Table S3. 

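Of the 72 percentages of all cells in Table S3, 1 lay within 0.1 of the share of naïve cells with at least 1 UMI of its gene, and 14 within 0.1 of the share of challenged cells. By the genes of Table S3, 18 of the paper's clusters could be matched to a re-derived cluster, and these fell on 6 different ones. The matches to cluster 20 rest mainly on the ribosomal proteins S23 and P1, found in 99.2% and 98.5% of the naïve cells, and are weak. Over 54 entries of matched clusters, with these included, the FPKM of the table had a median of 0.317 times the mean UMIs per 10000 in the matched cluster.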

Top three genes highly expressed in each hemocyte cluster of naïve *S. exigua* larvae. Table S4. Top three genes highly expressed in each hemocyte cluster of immune-challenged *S. exigua* larvae. 

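In Table S4, 57 of the 72 percentages of all cells lay within 0.1 of the share of challenged cells with at least 1 UMI of the gene. By the genes of Table S4, 13 of the paper's clusters could be matched, on 6 different re-derived clusters. The matches to cluster 6 rest on S23 and P1, found in 99.4% and 98.7% of the challenged cells, and are weak. Over 39 entries, with these included, the FPKM had a median of 0.332 times the mean UMIs per 10000.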

Figure S1, Differential gene expression analysis in naïve and immune-challenged hemocytes. 

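In re-derived cluster 0, 8722 genes had a UMI in naïve and 8486 in challenged cells, and 7797 of them in both, and in cluster 5 the numbers were 9462, 9692 and 8777. Cluster 7, with fewer naïve cells, had 206 naïve-only and 2182 challenged-only genes, and cluster 1, with fewer challenged cells, had 2153 and 203.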

(A) Venn diagrams showing the unique expressed genes in naïve and immune-challenged larvae across hemocyte clusters. The numbers within each circle indicate the cluster-specific gene counts. (B) Bar plots showing the number of differentially expressed genes (DEGs) in each cluster, separated into upregulated (red) and downregulated (blue) genes upon immune challenge. Figure S2. Heatmaps of marker gene expression across hemocyte types. Heatmaps show the expression patterns of selected marker genes in different hemocyte populations of (A) naïve and (B) immune-challenged *S. exigua* larvae, including granulocyte (GR), plasmatocyte (PL), oenocytoid (OE), and spherulocyte (SP). Figure S3. Unique probe signal across hemocyte types. (A) Hemocytes from fifth-instar larvae were analyzed by FISH using probes for granulocyte (GR), plasmatocyte (PL), oenocytoid (OE), and spherulocyte (SP). Each experiment included three biological replicates, and all hemocytes were scored as GR, PL, OE, SP, or “No signal.” 

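The supplement lists each scored hemocyte with its probe signal, and these data of the paper were counted here, with 258 cells in 3 replicates of 78, 96 and 84 cells. As the only signal, the GR probe marked 52.2% ± 7.13 of the cells (SD, n = 3) and the PL probe 29.8% ± 12.8. The OE probe alone marked 5.94% ± 1.76 and the SP probe alone 4.90% ± 2.07. The PL share ran from 15.6% to 40.5% between replicates. No signal was recorded for 4.88% ± 3.58 of the cells, and 6 cells carried the signals of 2 probes.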

Cells showing hybridization with two or more probes were annotated accordingly. The number of hemocytes analyzed varied among replicates. (B) Bar graph showing the percentage of unique FISH probe signals detected in granulocyte (GR), plasmatocyte (PL), spherulocyte (SP), oenocytoid (OE) populations. Data are presented as mean ± SE. Different letters above bars indicate statistically significant differences among hemocyte types.

# Supplementary material for: Functional Division of Insect Blood Cells by Single-Cell RNA-Sequencing and Cell-Type-Specific FISH Markers
**Source:** Cells. 2025 Nov 22;14(23):1842. doi: 10.3390/cells14231842
**Supplement:** Supplementary file 1

## Supplementary Information

**Table S1.** FISH probe sequences

**Table S2.** Uniquely expressed genes in 24 different hemocyte clusters

**Table S3.** Top three genes highly expressed in each hemocyte cluster of naïve *S. exigua* larvae

**Table S4.** Top three genes highly expressed in each hemocyte cluster of immune-challenged *S. exigua* larvae

**Figure S1.** Differential gene expression analysis in naïve and immune-challenged hemocytes.

(A) Venn diagrams showing the unique expressed genes in naïve and immune-challenged larvae across hemocyte clusters. The numbers within each circle indicate the cluster-specific gene counts. (B) Bar plots showing the number of differentially expressed genes (DEGs) in each cluster, separated into upregulated (red) and downregulated (blue) genes upon immune challenge.

**Figure S2.** Heatmap of marker gene expression across hemocyte types. Heatmaps show the expression patterns of selected marker genes in different hemocyte populations of (A) naïve and (B) immune-challenged *S. exigua* larvae, including granulocyte ('GR'), plasmatocyte ('PL'), oenocytoid ('OE'), and spherulocyte ('SP').

**Figure S3.** Unique probe signal across hemocyte types. (A) Hemocytes from L5 larvae were analyzed by FISH using probes for granulocytes ('GR'), plasmatocytes ('PL'), oenocytoids

(‘OE’), and spherulocytes (‘SP’). Each experiment included three biological replicates, and all hemocytes were scored as GR, PL, OE, SP, or “No signal.” Cells showing hybridization with two or more probes were annotated accordingly. The number of hemocytes analyzed varied among three replicates (‘Rep 1-Rep 3’). (B) Bar graph showing the percentage of unique FISH probe signals detected in the four hemocyte types. Data are presented as mean  $\pm$  SE. Different letters above bars indicate statistically significant differences among hemocyte types.

**Table S1.** FISH probe sequences

**Table S2.** Uniquely expressed genes in 24 different hemocyte types

**Table S3.** Top three genes highly expressed in each hemocyte cluster of naïve *S. exigua* larvae

**Table S4.** Top three genes highly expressed in each hemocyte cluster of immune-challenged *S. exigua* larvae

(A)

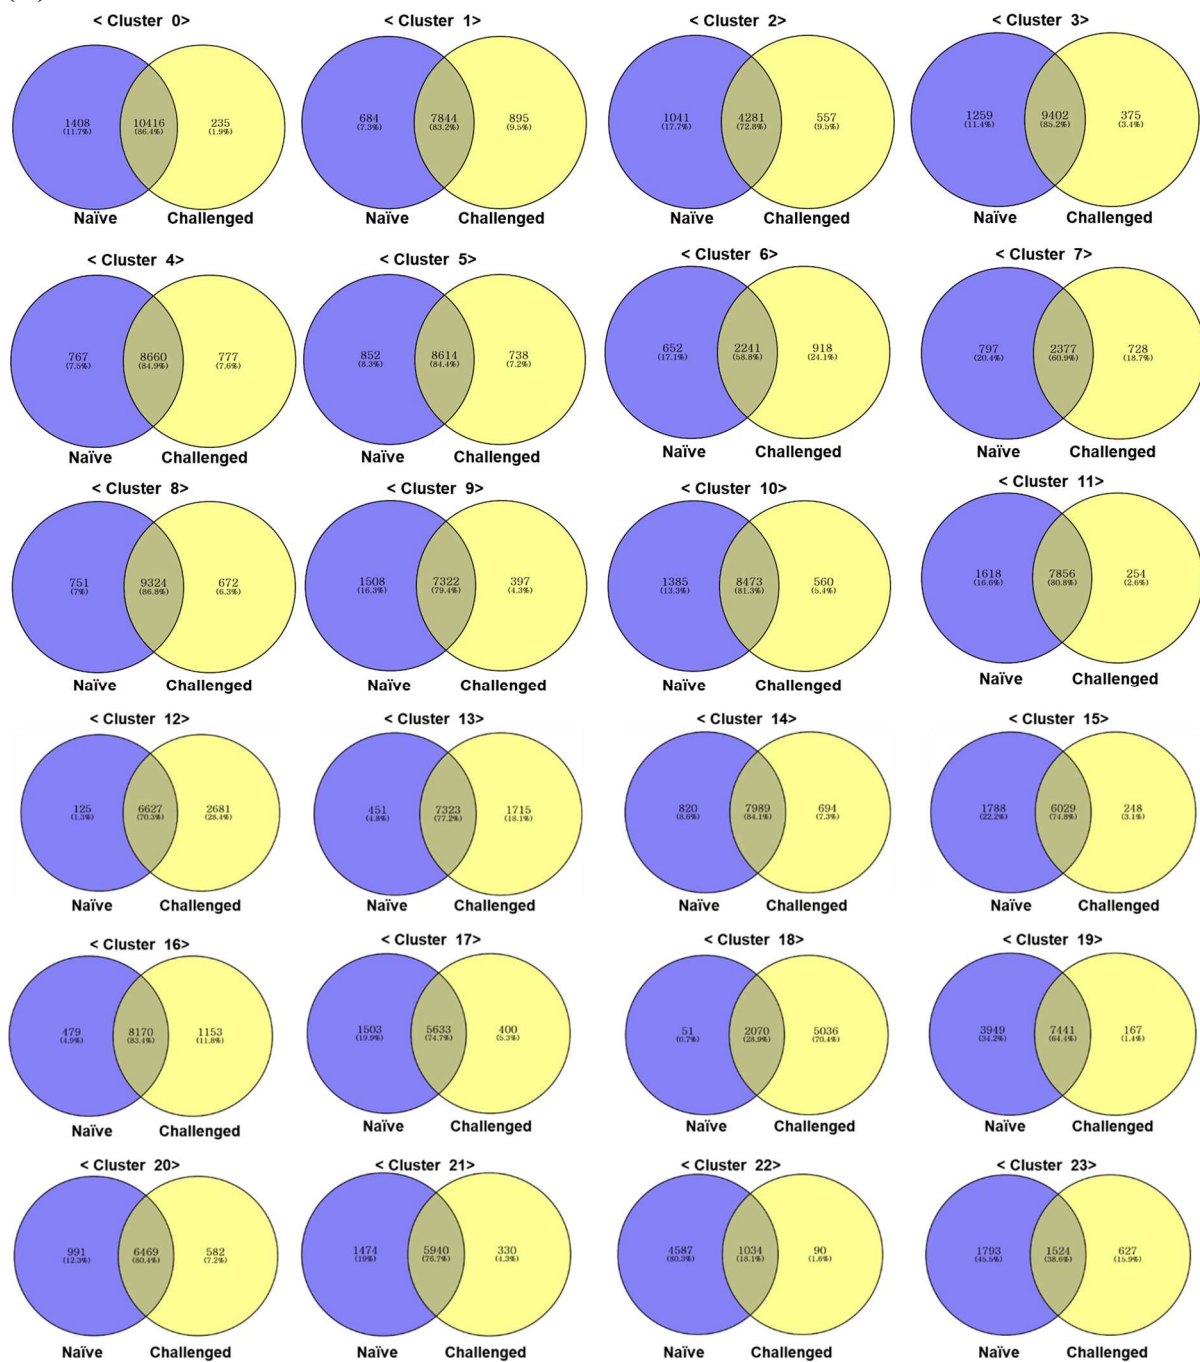

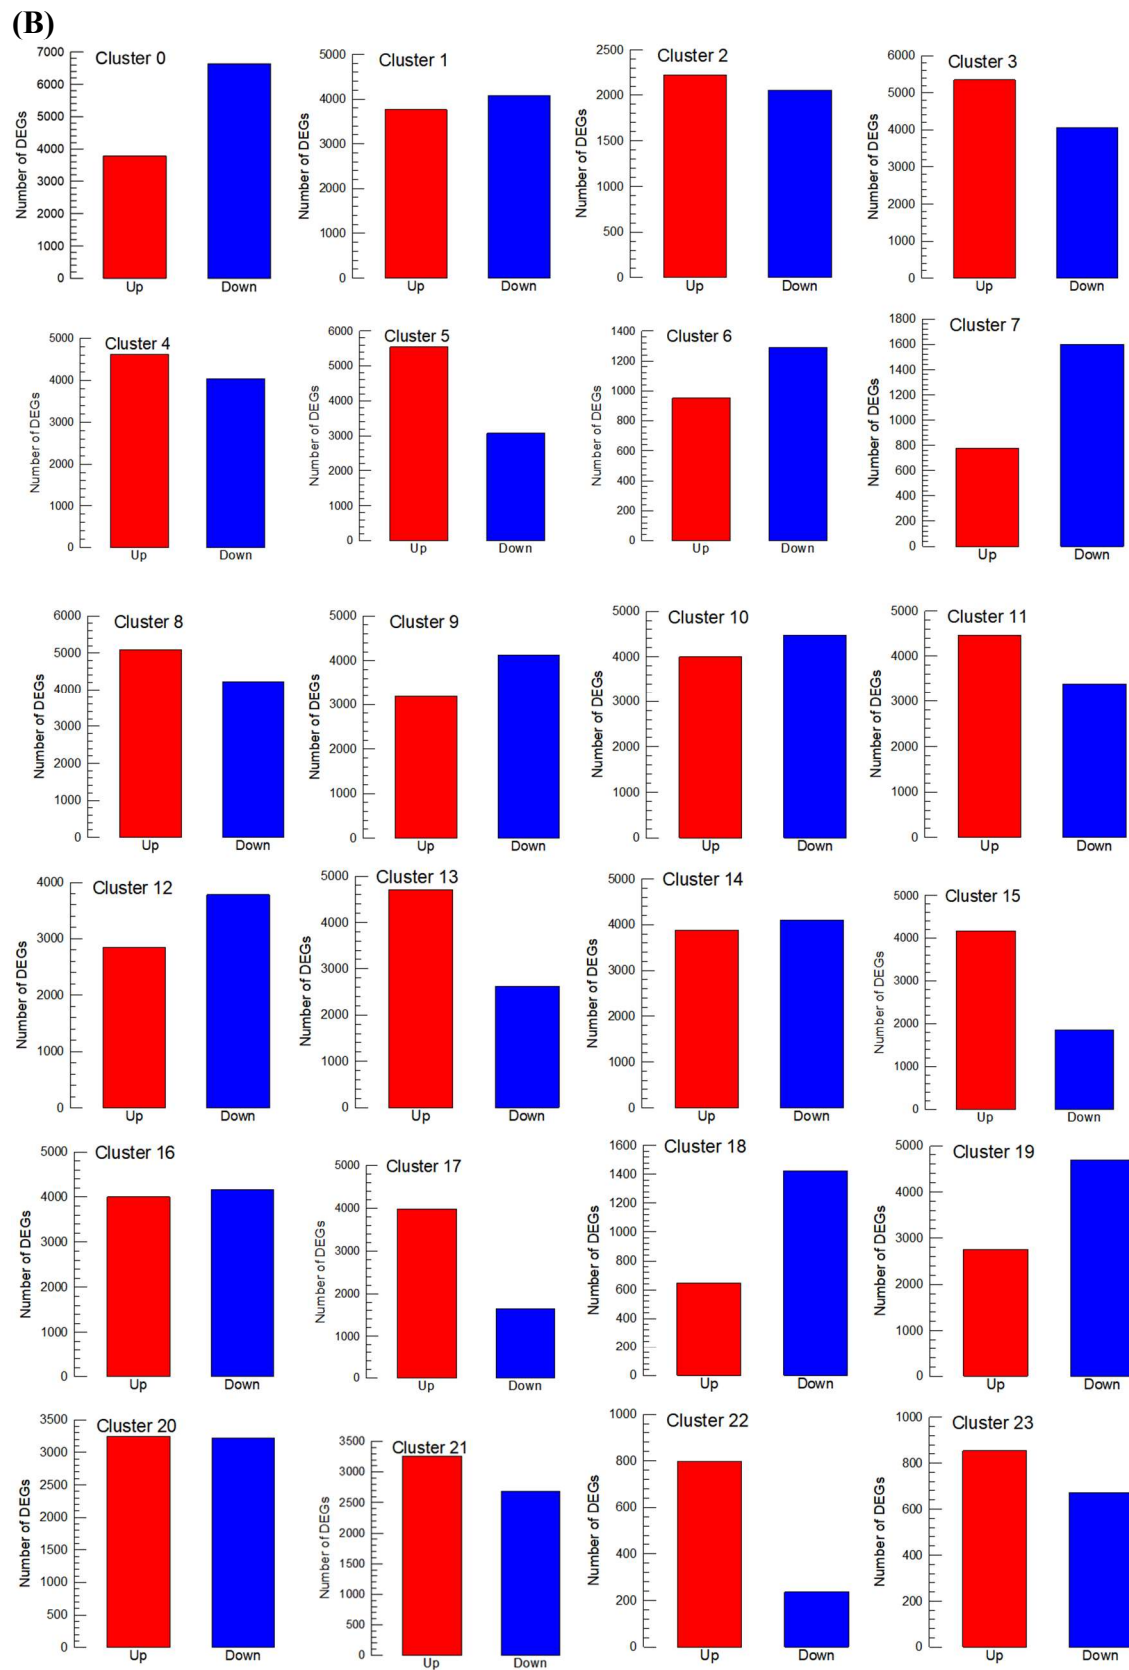

**Fig. S1**

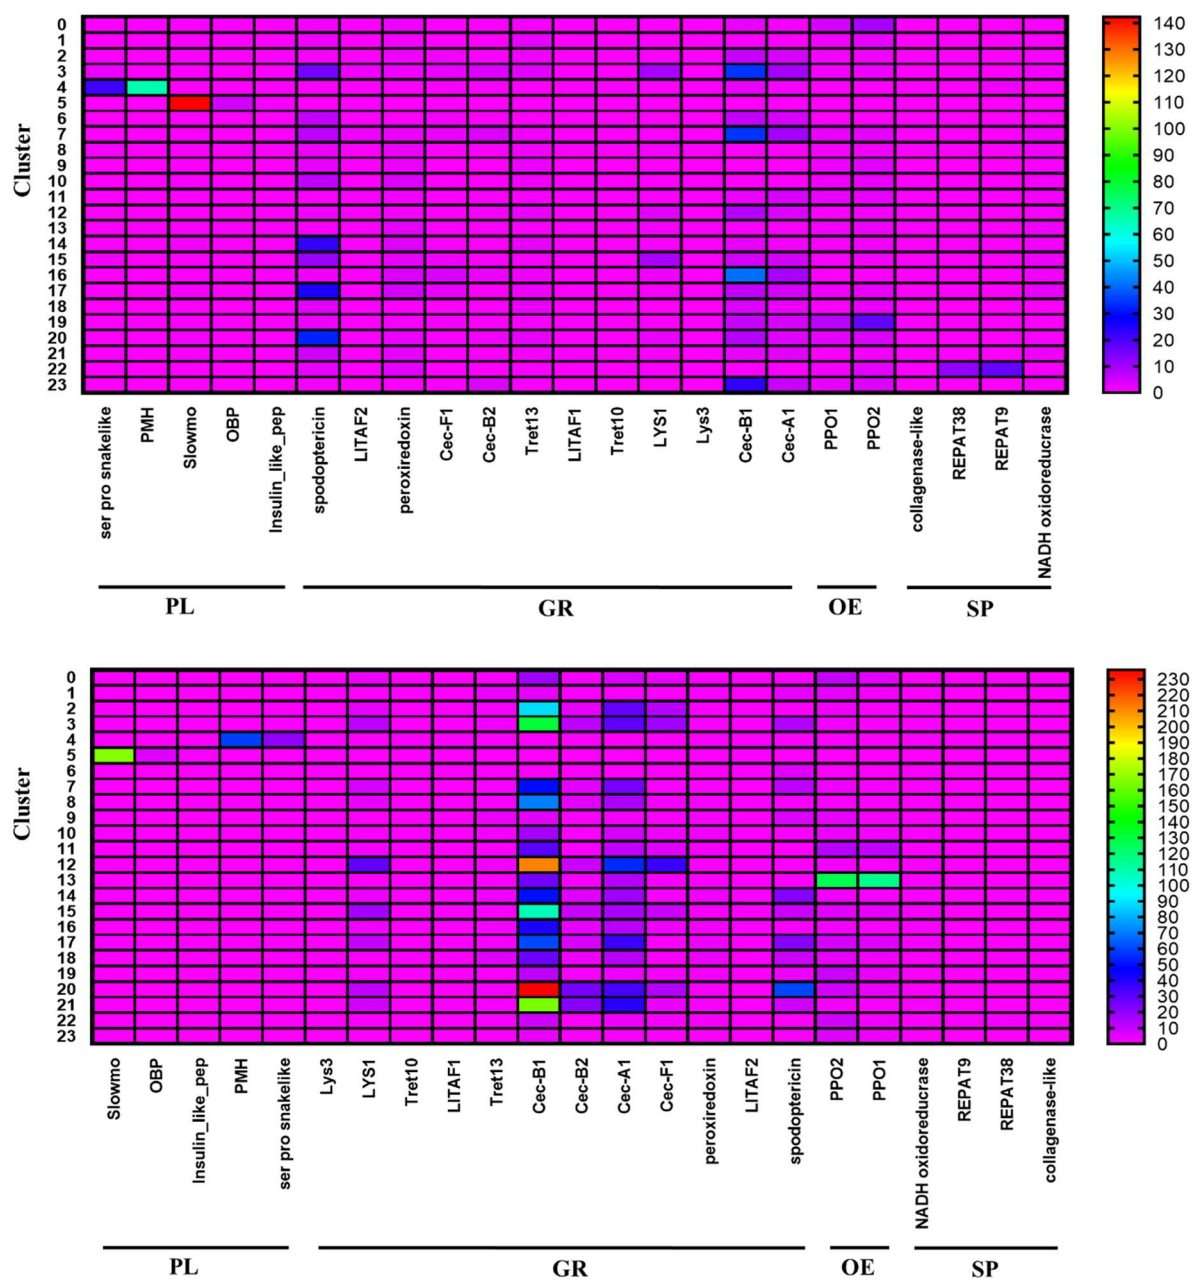

**Fig. S2**

(A) Rep 1:

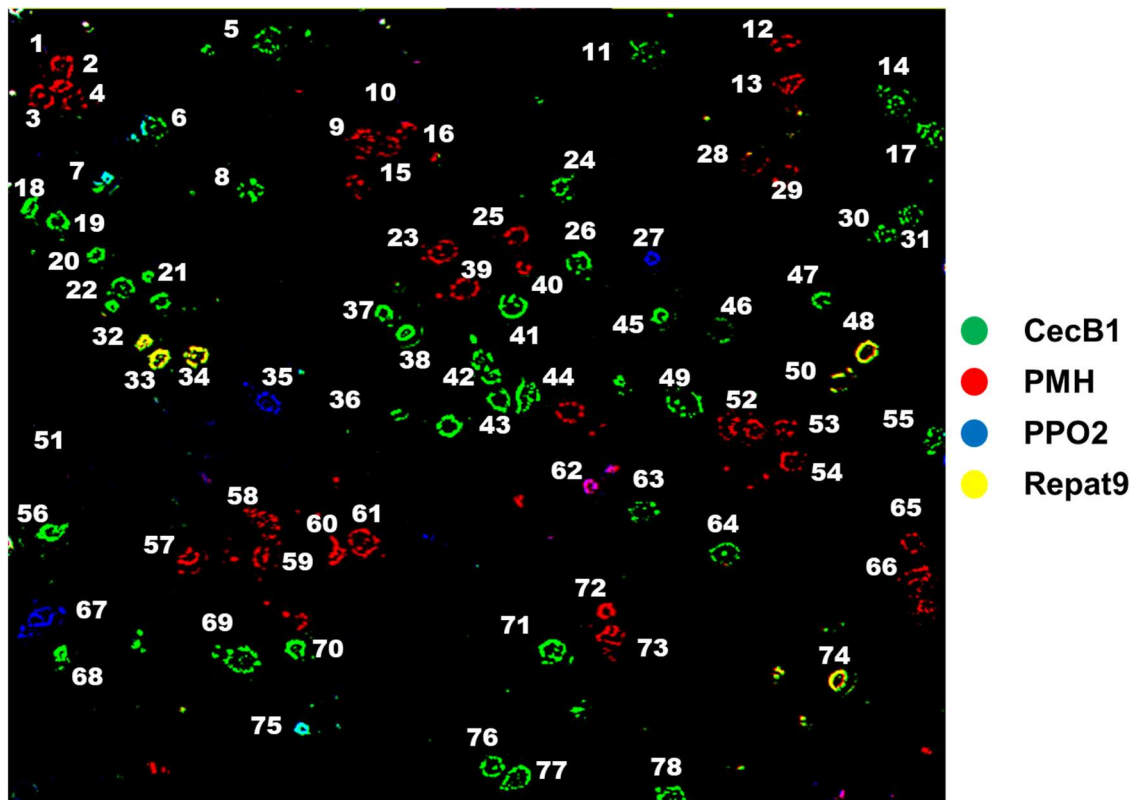

## Rep 2:

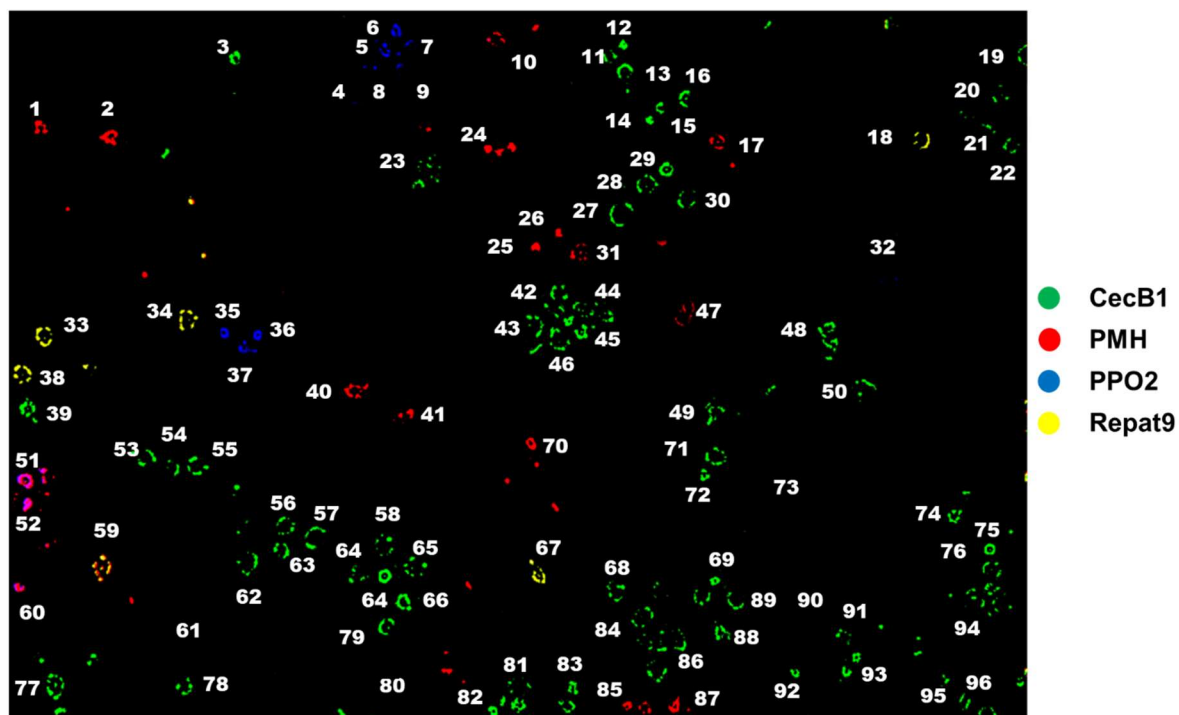

Rep 3:

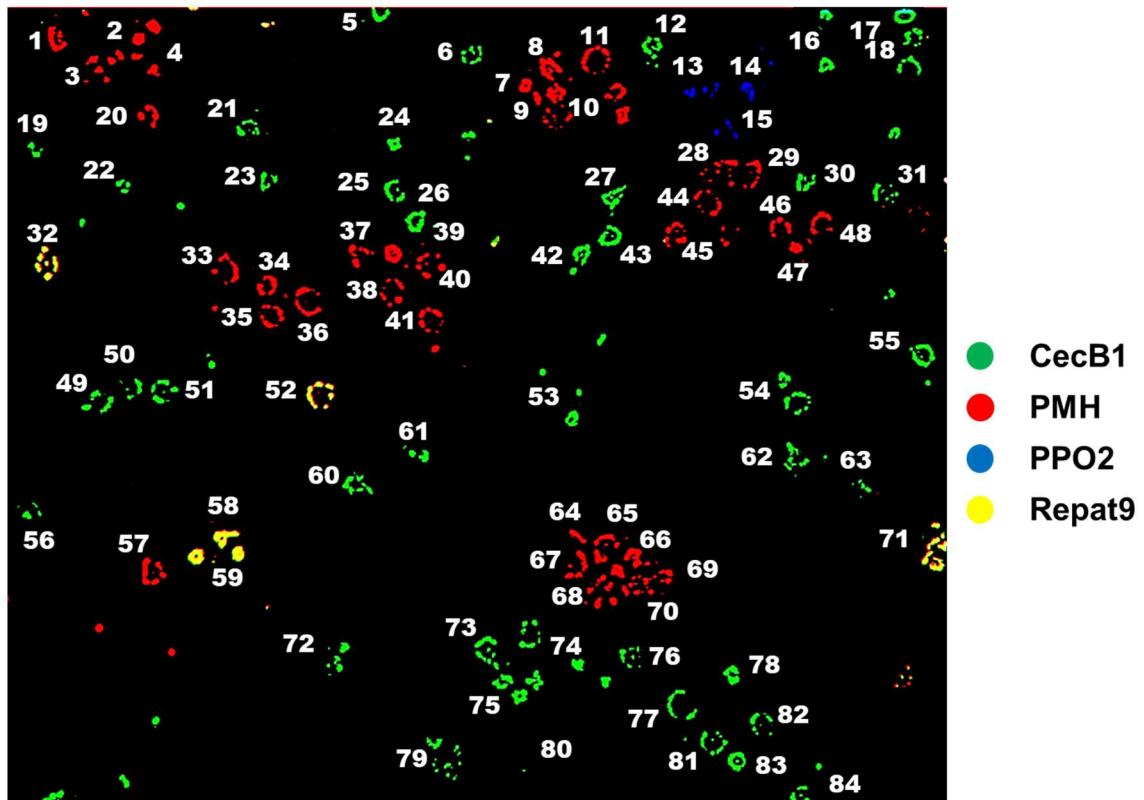

(B)

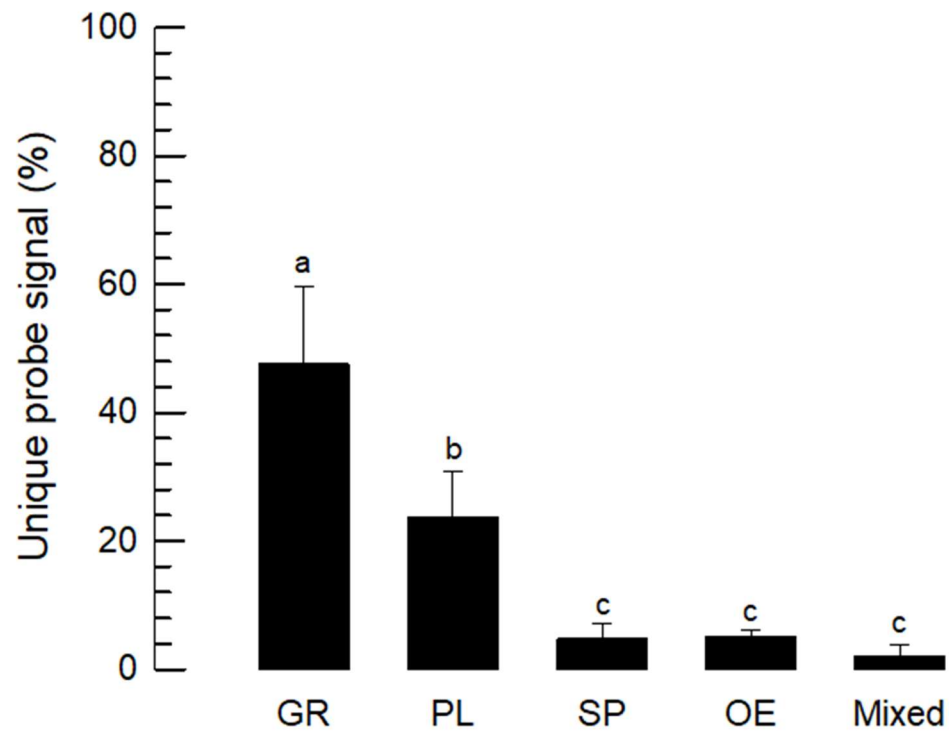

Fig. S3

How the deposited data were processed for this re-analysis (not part of the article)

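Hemocytes of naïve larvae (PBS) and of immune-challenged larvae (heat-killed E. coli) were each measured in 1 single-cell RNA library, 8 h after injection. The authors prepared 10x Chromium 3′ libraries, processed the reads with Cell Ranger and deposited raw UMI counts per gene and cell for each library, with cells already called but without the later filters of the paper's Seurat step. The deposited files name genes by number only, and gene names were taken from Tables S3 and S4 and from the diagrams of Figure 4. Where a diagram gives several loci for several names, the loci were not paired with names.

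Cells with at least 200 and at most 6000 genes were kept, which left 14840 naïve and 12524 challenged cells with medians of 931 and 1379 genes. The mitochondrial filter of the paper was not applied, since no reference or list of mitochondrial genes was used here. Doublets were called with the Scrublet routine of scanpy 1.11.5 in each library and kept in the main results. The called cells had median depths of 5589.5 and 10241 UMIs, and the rates were below those expected, so doublets can remain.

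Clustering used Seurat 5.3.0 in R 4.3.3 on the pooled cells, with counts scaled to 10000 per cell and log-transformed, 5000 variable genes, 30 components and Louvain clustering at a resolution of 0.8. The first clustering gave the number of clusters. Genes whose median log2 ratio between the libraries over 22 clusters was above 1 or below -1 were then left out of the variable genes, and the second clustering gave the shares and the levels per cluster. Marker genes of the classes were fixed from Tables S3 and S4 before the data were examined. The scoring of clusters was set after the marker levels had been seen, including the 2-fold limit, the minimum of 20 UMIs for a leading gene, the treatment of ties, the limits for the cluster with PPO genes and for clusters mostly of 1 library, and the 2-fold band for similar shares.

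Levels are CPM of UMIs summed over cells, with exact Poisson intervals, and the ratio is the challenged over the naïve level with an exact conditional interval. Shares of cells have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only, since cells of 1 library are not replicates. No p-value or standard error was computed, and genes were not tested for a change between the libraries. To compare genes per cell and shares of cells with a UMI across depths, cells were thinned to 1000 UMIs. The cluster with the highest level of a gene was taken among those with at least 50 cells of the library. Links between clusters are shares of nearest-neighbour links in the space of the second clustering, and pseudotime was not recomputed. The genes named are those that Table S3, Table S4 or a diagram of Figure 4 pairs with a locus number, and genes with the largest rise or fall among those with at least 100 CPM in the higher library, of which at most 2 in each direction are printed.

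The alternatives set before the data were examined covered the cell filters, doublets, depth, resolution, variable genes, components, integration by RPCA, a minimum of 500 genes per cell, the response genes, the scaling of the levels (each cell with the same weight, totals without the 50 most abundant genes, and the TMM factor of edgeR 4.0.16), the limit of detection, and the number of neighbours. There were 3 alternatives added after the data had been seen, for ties between classes, a 3-fold marker limit and detection at 1 UMI. Levels, ratios and intervals were tested on simulated data drawn for 10645 genes of the challenged over naïve comparison with 200 changed genes. The intervals covered the true ratio for 95.7% of genes, and the direction was right for 100% of changed genes. The sums were drawn from the Poisson model that the intervals assume, so these values check the computation only. They do not give the coverage for real UMIs, which are grouped in cells and come from 1 library per condition. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.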

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

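The tests in this part were chosen after the result was seen. Among genes with at least 100 CPM in the higher library that the paper does not discuss, the largest rises were at SPEXI_LOCUS1946, from 1.60 CPM in the naïve to 107 CPM in the challenged library, a ratio of 67.0 (interval 56.4 to 80.3), and at SPEXI_LOCUS6883, from 17.4 to 343 CPM, a ratio of 19.8 (interval 18.7 to 20.9). Both signals lie in genes the paper did not analyse and above the limit that a count of 0 allows. The files do not pair these numbers with names.

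The UMIs of SPEXI_LOCUS1946 rose 77.98-fold against 1.16-fold for all UMIs, which are the counts behind its ratio and no separate test of it. With each cell given the same weight its log2 ratio was 3.98, against 6.07 from summed UMIs, so the size of the rise depends on how cells are weighted. For SPEXI_LOCUS6883, reads of cecropin B assigned to this locus would keep its UMIs per cecropin B UMI constant, but these went from 0.632% to 1.76%, a ratio of 2.78 (interval 2.63 to 2.93). The challenge and a difference between the libraries remain open for both genes, since each condition has 1 library.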

How the results depend on the processing

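No paired analysis was possible because each condition has 1 library and no result comes from a test. The 3-fold marker limit, the tie rule and detection at 1 UMI were chosen after the data had been seen. Where a value moved, the cause was not tested unless the setting itself gives it. The median UMIs per cell, 3339 and 5278 in the main setting, were 3347 and 5282 after the cell filters and 3263 and 5229 without called doublets, and the genes detected per library stayed within 1.5-fold. The first clustering gave 24 to 40 clusters under its alternatives against 33 in the main setting. The number of clusters with shares within 2-fold was 13 to 19 against 14, and cecropin B was higher in the challenged library in each cluster compared, 22 of 22 with all variable genes and 23 of 23 in the main setting, under the other scalings of the levels and without called doublets. Thinning to 1000 UMIs lowered the median genes per cell to 454 and 468, by construction.

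The share of naïve cells in clusters mostly of 1 library was 3.91 in the main setting and, in %, 12.6 with a resolution of 1.2, 4.49 with 2000 variable genes, 6.70 with 50 components and 6.77 with only cells with at least 500 genes. The challenged share was 13.4 in the main setting and 16.0 with a resolution of 0.4, 10.1 with 2000 variable genes, 18.6 with 50 components, 8.86 with RPCA integration and 23.7 with all variable genes. The log2 ratio of the cathepsin-like share was 0.69 with a resolution of 0.4, 0.23 with 15 components and 0.95 with only cells with at least 500 genes, and it was positive under all alternatives run for it. That of the SPARC-like share was -0.84 with 15 components, -0.069 with RPCA integration, -1.09 with only cells with at least 500 genes and -1.84 with a 3-fold marker limit, negative in each but close to 0 after integration. For the PPO cluster it was 0.65 with a resolution of 1.2.

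For cluster 3 the log2 ratio of shares was -1.50 in the main setting and 0.42 with RPCA integration. For cluster 12 the log2 ratio of shares was -0.66 in the main setting and 0.72 with a resolution of 0.4, 0.77 with 2000 variable genes, 0.75 with 15 components, 0.75 with 50 components and 0.76 with RPCA integration. For cluster 25 the log2 ratio of shares was -2.48 in the main setting and 0.096 with a resolution of 0.4. For cluster 26 the log2 ratio of shares was 1.49 in the main setting and -0.47 with a resolution of 0.4. For cluster 28 the log2 ratio of shares was 3.66 in the main setting and -0.29 with 15 components and -0.066 with only cells with at least 500 genes. For cluster 31 the log2 ratio of shares was 1.61 in the main setting and -0.066 with only cells with at least 500 genes. For cluster 33 the log2 ratio of shares was 1.47 in the main setting and -0.69 with only cells with at least 500 genes. In cluster 0 it was -0.036 in the main setting and 0.32 with a resolution of 0.4, -0.16 with a resolution of 1.2, 0.20 with RPCA integration, -0.21 with all variable genes and 0.35 with only cells with at least 500 genes. In cluster 7 it was 3.15 in the main setting and 3.77 with a resolution of 0.4, 4.67 with 15 components, 3.63 with 50 components, 0.42 with RPCA integration and 3.52 with all variable genes. In cluster 16 it was 3.85 in the main setting and 0.72 with a resolution of 0.4, 0.77 with 2000 variable genes, 0.75 with 15 components, 0.75 with 50 components, 6.25 with called doublets removed and 0.76 with RPCA integration. In cluster 19 it was 6.11 in the main setting and 0.32 with a resolution of 0.4, 8.90 with 2000 variable genes, 1.69 with 15 components, 4.84 with RPCA integration and 7.75 with only cells with at least 500 genes. A cluster was followed to the cluster that shares the most cells with it, which for small clusters can be a larger one.

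The log2 ratio of cecropin B was 2.91 with each cell given the same weight, 2.80 with totals without the 50 most abundant genes, 2.93 with edgeR's TMM factor and 2.82 with called doublets removed. PPO1 had 0.43 with each cell given the same weight, 0.46 with totals without the 50 most abundant genes, 0.59 with edgeR's TMM factor and 0.48 with called doublets removed, and PPO2 had 0.31 with each cell given the same weight, 0.26 with totals without the 50 most abundant genes, 0.39 with edgeR's TMM factor and 0.28 with called doublets removed, so all 3 genes stayed higher in the challenged library. With each cell given the same weight, the direction reversed for spodoptericin (0.12), SPEXI_LOCUS8342 (-0.17), APAF (-0.044), SPEXI_LOCUS9251 (-0.028), SPEXI_LOCUS10030 (-0.016), hemicentin 1-like (-0.015), ribosomal protein P0 (-0.032) and trypsin alkaline B (0.075). With edgeR's TMM factor it reversed for hemocytin (0.014) and for PPO1 within the PPO cluster (-0.014). Requiring 3 UMIs per gene lowered the fewest genes in a cluster to 3668 and the most genes found in 1 cluster only to 10, since fewer genes pass.

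Of 458 alternative values for the levels of single genes, 273 stayed within the interval, 175 moved and 10 reversed. For single clusters the numbers were 223, 73 and 12 of 308, for counts of clusters with detection 803, 150 and 0 of 953, and for links 9, 3 and 0 of 12. Depth limits the genes with few UMIs, such as EpOME synthase and Cas-1, whose detection in a cluster changes with a few molecules.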

Differences from the paper's values

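Detection at 1 UMI was chosen after the values had been seen, and the other alternatives in this part were set before. The paper gives 3811 as the fewest genes in a cluster, against 6029 here. Among the alternatives set before the data were examined, both 50 cells per cluster and library (5697) and at least 3 UMIs per gene (3668) gave a value within 1.5-fold of the paper's. The value with 50 cells lies just inside this limit. It covers only the 23 clusters with enough cells, which leaves out cluster 33 with the 6029 genes. The paper gives 234 as the most genes found in 1 cluster only, against 97 here. The only alternative run for this count, at least 3 UMIs per gene, gave 10. It can only lower the count, so it could not have closed the gap, whose cause was not tested. The paper gives 11 clusters with EpOME synthase, against 5 here. The alternatives set before the data were examined gave 0 at 10 UMIs, 5 with all variable genes and 5 without called doublets, while detection at 1 UMI, chosen after the values had been seen, gave 16, within 1.5-fold of the paper's.

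Of 23 genes with a single percentage of all cells in Table S3, 16 differed by more than 1.5-fold from the share of naïve cells with a UMI. The paper's value and the value here were 49% against 5.74% for NEDD8 ultimate buster, 32.6% against 0.694% for apoptosis-inducing factor under the number of that table, 36.8% against 9.41% for UBR1, 94.8% against 9.41% for hemicentin 2-like, 82.3% against 1.52% for troponin T, 81.7% against 1.35% for SPEXI_LOCUS457, 32.3% against 9.08% for troponin I, 42.9% against 0.0270% for SPEXI_LOCUS970, 28.1% against 3.65% for BLL4, 99.4% against 40.1% for SPEXI_LOCUS5543, 98.8% against 57.8% for cecropin B, 61.9% against 2.41% for myosin regulatory light chain 2, 56% against 36.6% for slowmo, 49.4% against 3.46% for SPEXI_LOCUS10030, 99.4% against 63.0% for hemocytin and 54.8% against 97.4% for HSP70 cognate 4. Of 31 such genes in Table S4, 12 differed by more than 1.5-fold from the share of challenged cells. The paper's value and the value here were 38.9% against 8.99% for NEDD8 ultimate buster, 56.7% against 16.7% for UBR1, 58% against 8.07% for hemicentin 2-like, 37% against 0.0479% for PMH under the number of that table, 52.01% against 2.01% for SPEXI_LOCUS842, 41% against 0.0319% for SPEXI_LOCUS970, 71.8% against 1.88% for SPEXI_LOCUS4419, 51.1% against 1.17% for trypsin alkaline B, 63.2% against 3.20% for calphotin-like, 62.3% against 2.29% for myosin regulatory light chain 2, 25.3% against 6.03% for SPEXI_LOCUS10030 and 41.3% against 1.39% for SPEXI_LOCUS11234. For apoptosis-inducing factor Table S4 gives the number SPEXI_LOCUS3559, found in 22.6% of the naïve and 32.6% of the challenged cells, and for PMH Table S3 gives SPEXI_LOCUS5793, found in 49.9% and 63.8%. No alternative was set for these shares.

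The paper describes a fall in the number of cells of its cluster 13, which it links to PPO, while the re-derived cluster with the highest PPO levels went from 758 to 900 cells. These are not like sets of cells. The paper's cluster 13 is only 1 of its oenocytoid clusters, while re-derived cluster 5 held 91.6% of the naïve and 93.3% of the challenged PPO2 UMIs. The match between them comes from Table S4 alone, so the cell numbers do not contradict the paper's. The paper places the high PPO expression in different clusters in the naïve and challenged larvae. PPO1 and PPO2, under the loci of Table S4, were both highest in re-derived cluster 5 in each library. The paper's statement refers to Figure 4d, which gives SPEXI_LOCUS4690 and SPEXI_LOCUS4939 for PPO. These had 74 and 57 naïve and 44 and 21 challenged UMIs and were not highest in cluster 5, so the comparison is between different loci. The paper states that the β-1,3-glucan receptor was expressed in most clusters, while the locus reached 3 UMIs in 0 naïve and 1 challenged clusters. The paper names Cas-2 and Cas-5 as the dominant caspases, while the locus given for Cas-4 and Cas-8 had 49.2 CPM in the naïve library against 10.4 CPM for Cas-2 and 6.19 CPM for Cas-5.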

Other observations

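The tests on genes per cell, gene numbers of clusters, clusters mostly of 1 library, SPARC-like cells, cecropin B within the cathepsin-like clusters and the percentages of the tables were chosen after the result was seen, the others before. The higher number of genes per cell in the challenged library fell from a ratio of 1.48 to 1.03 at equal depth, which is consistent with the larger number of UMIs per cell as its cause.

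Gene numbers differed among the re-derived clusters. Different cell numbers are not the whole cause, since the fold between the most and the fewest genes was still 1.64 with 50 cells per cluster and library. Different numbers of UMIs are not either, since at 73657 UMIs per cluster the fold was 2.44. No biological explanation was tested.

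For the clusters mostly of 1 library, doublets remain open. Without the called doublets 13.9% of the challenged cells lay in such clusters, but 1.35% of the challenged cells were called against 10.0% expected, so that their removal decides little. Called doublets made up 11.7% of cluster 16 and 3.95% of cluster 28, but 0.621% of cluster 13 and 0.240% of cluster 19, below the rate of the challenged library, and cluster 19 had a median depth of 1922 UMIs among challenged cells against 5229 for uncalled cells of that library. These 2 clusters thus show no excess of called doublets, and most expected doublets were not called. A technical difference between the libraries and the challenge cannot be told apart, since integration, which removes both, left 8.86%. Likewise, the smaller share of SPARC-like cells had a log2 ratio of -0.069 after integration. The SPARC-like genes had ratios of 0.683 to 0.943 between the libraries against 0.517 for the share of the class. The class leaves out clusters 7 and 27, which also had at least 3 SPARC-like genes and went from 2.02% to 10.4%. The gap thus depends on the naming rule, and a shift of cells across cluster borders and a loss of such cells cannot be told apart.

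Cecropin B UMIs were found in most cells of the challenged library. Free RNA alone would give the clusters a like number per cell, but this ran from 2.58 UMIs in cluster 4 to 541 in cluster 6, a fold of 209.9. The number per cell rose with depth over the 28 clusters (rho of 0.75). Depth is not the whole cause, since clusters 22 and 4, with median depths of 2359 and 2268 UMIs, held 190.1 and 2.58 per cell. Among the cathepsin-like clusters alone the numbers differed by 5.56-fold, from 2.58 in cluster 4 to 14.3 in cluster 19, which free RNA at 1 level in all droplets would not give. Free RNA in part of the clusters remains open.

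Outside re-derived cluster 5, PPO2 UMIs ran from 0.874 per naïve cell in cluster 0 to 4.52 in cluster 25, a fold of 5.17 over 27 clusters, so free RNA at a like level in all droplets is not the whole cause. Doublets with cells of cluster 5 and low expression remain open.

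Re-derived cluster 32, with 50 naïve cells, was led by troponin and myosin genes. The genes hemocytin, SPARC, SPEXI_LOCUS11054 and SPEXI_LOCUS3619 were looked at as hemocyte transcripts, and 0 of these 4 ranked low among the 28 clusters, with 18 or 19 clusters below cluster 32, and hemocytin was at 2955 CPM against a median of 1044. These transcripts can also come from free RNA, which was not measured, and hemocytin was present in 42% of these cells. Cells of another tissue and hemocytes that carry RNA of another tissue therefore cannot be told apart, and no biological explanation was tested.

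Of the 72 percentages of all cells in Table S3, which the paper gives for naïve larvae, 50 lay within 0.1 of the challenged share of some listed gene and 1 within 0.1 of a naïve share, which is consistent with values of the challenged library in another order. In Table S4, 9 of the 12 percentages that differ exceed the share here by a multiple of 10 to within 0.1, where chance gives 2%.

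Among genes with at least 100 CPM in the higher library that the paper does not discuss, the largest falls were at SPEXI_LOCUS12318, from 322 CPM in the naïve to 64.4 CPM in the challenged library, a ratio of 0.200 (interval 0.194 to 0.206), and at SPEXI_LOCUS8155, from 157 to 49.3 CPM, a ratio of 0.314 (interval 0.303 to 0.324). With each cell given the same weight the log2 ratios were -0.95 and -1.46, against -2.32 and -1.67 from summed UMIs. The challenge and a difference between the libraries remain open for both genes, since each condition has 1 library.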
